# Danggui-Shaoyao-San Improves Gut Microbia Dysbiosis and Hepatic Lipid Homeostasis in Fructose-Fed Rats

**DOI:** 10.3389/fphar.2021.671708

**Published:** 2021-07-13

**Authors:** Jing Yin, Jiaxi Lu, Peng Lei, Mingshuai He, Shengjie Huang, Jialin Lv, Yan Zhu, Zhidong Liu, Miaomiao Jiang

**Keywords:** Danggui-Shaoyao-San, metabolic syndrome, gut microbiadysbiosis, anti-inflammation, hepatic lipid homeostasis

## Abstract

Metabolic syndrome (MetS) is a pathological state of many abnormal metabolic sections. These abnormalities are closely related to diabetes, heart pathologies and other vascular diseases. Danggui-Shaoyao-San (DSS) is a traditional Chinese medicine formula that has been used as a therapy for Alzheimer’s disease. DSS has rarely been reported in the application of MetS and its mechanism of how it improves gut microbia dysbiosis and hepatic lipid homeostasis. In this study, three extracts of DSS were obtained using water, 50% methanol in water and methanol as extracting solvents. Their chemical substances were analyzed by ultra-performance liquid chromatography coupled with quadrupole time-of-flight mass (UPLC-Q/TOF-MS). Pharmacodynamic effect of the extracts were evaluated by comparison of biochemical factors, 16S rRNA sequencing test for gut microbiota analysis, as well as metabonomic and transcriptomic assessments on liver tissues from fructose-fed rats. This study aimed at investigating DSS’s mechanism of regulating blood lipid, anti-inflammation and reducing blood glucose. The results showed that the 50% methanol extract (HME) was more effective. It was worth noting that hydroxysteroid 17β-dehydrogenase 13 (HSD17β13) as a critical element of increasing blood lipid biomarker-triglyceride (TG), was decreased markedly by DSS. The influence from upgraded hydroxysteroid 17β-dehydrogenase 7 (HSD17β7) may be stronger than that from downgraded *Lactobacillus* in the aspect of regulating back blood lipid biomarker-total cholesterol (TC). The differential down-regulation of tumornecrosis factor alpha (TNF-α) and the significant up-regulation of *Akkermansia* showed the effective effect of anti-inflammation by DSS. The declining glycine and alanine induced the lowering glucose and lactate. It demonstrated that DSS slowed down the reaction of gluconeogenesis to reduce the blood glucose. The results demonstrated that DSS improved pathological symptoms of MetS and some special biochemical factors in three aspects by better regulating intestinal floras and improving hepatic gene expressions and metabolites.

## Introduction

Metabolic syndrome (MetS) is a pathological state of many abnormal metabolic sections (Boehm and Claudi-boehm, 2005) such as overweight, dyslipidemia, hypertension, hyperuricemia and insulin resistance (IR). These abnormalities are closely related to the emergency with diabetes, especially with type 2 diabetes, heart pathologies and other vascular diseases.

Intestinal microorganisms refer to bacteria existing in the gut of the host body. They are involved in the pathogenesis of obesity or metabolic diseases. Intestinal flora is an important correlation between the gut and liver. Normally, only a small amount of bacteria and endotoxin enter into the liver through the portal vein, and later most of them are cleared by hepatic macrophages. Imbalance of intestinal flora results in the destruction of the intestinal barrier and the increase of bacteria. When bacterial metabolites exceed the scavenging capacity of the liver, through pattern recognition receptor, it can activate inflammatory reaction and accelerate hepatic disease progression (Wieland et al., 2015).

Danggui-Shaoyao-San (DSS) has been recorded by Zhongjing Zhang in *Jin Gui Yao Lue* (Synopsis of Prescriptions of the Golden Chamber) of the Eastern Han dynasty. It is used for bolstering the blood cycle and alleviating stasis due to blood stasis and deficiency of spleen Qi (Song, 2009). It consists of six herbals: smoke-dried root of *Angelica sinensis* (Oliv.) Diels (Danggui, Angelicae Sinensis Radix), sun-dried root of *Paeonia lactiflora* Pall. (Baishao, Paeoniae Radix Alba), oven-dried rhizome of *Ligusticum chuanxiong* Hort. (Chuanxiong, Chuanxiong Rhizoma), dried sclerotia of *Poria cocos* (Schw.) Wolf (Fuling, Poria), oven or sun dried rhizome of *Atractylodes macrocephala* Koidz. (Baizhu, Atractylodis macrocephalae rhizoma), and dried stem tuber of *Alisma plantago-aquatica* Linn. (Zexie, Alismatis Rhizoma). DSS is also known as Tokishakuyakusan in Japanese, which is one of Kampo formulas traditionally used for patients with irregular menstruation, fatigue, and anaemia (Kampo.ca Japanese Traditional Medicine & Therapeutics, 2014). In the 1980s, DSS was used in the treatment of dementia firstly reported by Japanese scientists (Mizushima and Ikeshita, 1989). Several clinical studies have reported that DSS provides reductions in symptoms of Alzheimer’s disease (AD) and vascular dementia (VD) making it as a promising anti-dementia drug candidate (Matsuoka et al., 2012; Fu et al., 2015; Kim and Cho, 2020). Moreover, the syndrome of spleen deficiency and fluid retention has been demonstrated as the important pathogenesis for the incidence and development of AD (Yu et al., 2014). Comorbidities of dementia include obesity, diabetes, hypertension, and cardiovascular diseases. The risk factors for these comorbidities are collectively referred to as MetS (Pugazhenthi, 2017). IR and visceral fat during MetS have been suggested to be important links between MetS and cognitive dysfunction (Ryu et al., 2019; Ivanova et al., 2020). Pharmacological intervention in MetS represents a risk reduction for mild cognitive impairment (MCI) and dementia including AD and VD later in life. Although there are numerous reviews about the application of DSS, this study is the first report of DSS on MetS. Herbal powders of DSS are inconvenient to take orally making the studies of the oral extracts more prevail. Numerous identified compounds have been reported from extracts of DSS (Chen et al., 2009; Niu and Wang, 2014). Monoterpenoid glycosides, phenolic acids, phthalides and lactones from DSS are active in protecting the cardiovascular system, including regulating blood lipid, preventing atherosclerosis and improving hemodynamics (Dong et al., 2014). Total glucosides of paeony including albiflorin and paeoniflorin from Baishao have significantly analgesic, anti-inflammatory and anticoagulant effects (Zhou et al., 2012; Shen et al., 2020). In this study, fructose-induced MetS rats were employed to evaluate the action of DSS extracts. We found that 50% methanol extract (HME) showed greater advantages in adjusting the biomarker parameters, the structure of intestinal flora. Subsequently, we studied the improvement of HME in hepatic metabolites and transcriptomic changes and found the internal connections. All the results revealed that HME could alleviate the MetS symptoms through a variety of interactions of hepatic metabolites, genes and intestinal microorganisms.

## Materials and Methods

### Materials

Danggui (Tongrentang, Beijing, China), Baishao (Tongrentang, Beijing, China), Chuanxiong (Tongrentang, Beijing, China), Fuling (Tongrentang, Beijing, China), Baizhu (Tongrentang, Beijing, China) and Zexie (Tongrentang, Beijing, China). All the traditional Chinese medicine decoction pieces were authenticated by Dr. Honghua Wu from Tianjin University of Traditional Chinese Medicine.

Adenosine (Meilun, Dalian, China), gallic acid (Meilun, Dalian, China), ferulic acid (Meilun, Dalian, China), albiflorin (Meilun, Dalian, China), paeoniflorin (Meilun, Dalian, China), atractylenolide I (Meilun, Dalian, China), alisol B-23-acetate (Meilun, Dalian, China), Z-ligustilide (Meilun, Dalian, China), Pioglitazone (Yuanye, Shanghai, China) (HPLC > 98%), D-fructose (Meilun, Dalian, China).

### Preparation for Fructose Solution and Test Drugs

Seven hundred grams of d-fructose was added into 3950 ml of water and the mixed solution was stirred until fructose was dissolved to yield 15% fructose water (w/w).

Danggui, Baishao, Chuanxiong, Fuling, Baizhu, and Zexie were finely grounded and mixed with a dose proportion of 450 g:1500 g:750 g:600 g:600 g:750 g. DSS was divided into several parts and every part was refluxed for 2 h by water, 50% methanol in water (v/v) or methanol, respectively. The extracting solutions were concentrated and freeze-dried to yield three extracts, water extract (WE), 50% methanol extract (HME) and methanol extract (TME). The yields of these dried extracts were all about 20%.

### Liquid Chromatography–Mass Spectrometry Analysis for Test Drugs

The qualitative analysis was carried out on Waters Xevo G2-S UPLC-Q-TOF/MS (Waters Milford, United States). The separation was carried out on a Waters ACQUITY UPLC BEH C18 (100 × 2.1mm, 1.7 μm) at 30°C. The mobile phase was 0.1% formic acid water (A) and methanol (B). The gradient program of mobile phase was as follows: 0–3 min, 5–14% B; 3–16 min, 14–56% B; 16–23 min, 56–80% B; 23–25 min, 80–95% B; 25–30 min, 95–5% B. The injection volume was 2 μl. The quasi-molecular ions including [M-H]^−^, [M-H+HCOOH]^−^, [M-H-CO_2_]^−^, [M-H-H_2_O]^−^, [M+H-H_2_O]^+^, [M+H]^+^ and [M+Na]^+^ were selected as precursor ions and subjected to target-MS/MS analyses. The acquisition parameters of Q/TOF were as follows: drying gas (N_2_) flow rate, 50 L/h; drying gas temperature, 400°C; the collision energy in high channels (MS^E^ pattern) was set at 20–60V; the mass range from m/z 50–100 Da Lock spray™ flow rate was 5 μl/min, and data acquisition was based on the Centroid Mode.

### Animals and Sample Collection

A total of 60 male Wistar rats (120–150 g per rat) were purchased from National Institutes for Food and Drug Control, License number: SCXK (Beijing) 2016-0006. The animal ethics approval number was TJAB-TJU20180041. Rats were maintained in SPF grade animal house in a 12-h dark-light cycle and had free access to food and water. Care and husbandry followed standard guidelines. After one week, rats were randomly and equally divided into six groups, including control group (fed with purified water; i.g. homologous saline per day), model group (fed with high-fructose drink; i.g. homologous saline per day), positive group (fed with high-fructose drink; i.g. 4 mg/kg dosage of pioglitazone), WE group (fed with high-fructose drink; i.g. 1.8 g/kg dosage of water extract), HME group (fed with high-fructose drink; i.g. 1.8 g/kg dosage of 50% methanol extract), TME (fed with high-fructose drink; i.g. 1.8 g/kg dosage of methanol extract). Treatments were continued for 8 weeks.

The body weight and the level of fasted blood glucose were measured every week. At the end of treatment, animals were kept in an empty cage without bedding to gather fresh stool samples into tubes. The rats were subjected to 12 h of fasting before they were sacrificed. Anaesthesia with 5% chloral hydrate was administered, blood was collected from the abdominal aorta and centrifuged to yield serum samples. The liver and intestine were precisely dissected from the thoracic and abdominal cavity. All the samples were immersed immediately in liquid nitrogen and stored at −80°C for further analysis.

### Histological Assay

Samples of liver were fixed with 10% formalin, embedded in paraffin, sectioned into 5 μm thickness, stained with hematoxylin/eosin (H&E) and finally analyzed by a NIKON ECLIPSE CI microscope (Nikon, Japan).

### Determination of Biochemical Parameters

Levels of fasted blood glucose (FBG) and serum uric acid (UA) were measured by commercial kits on a biochemical automatic analyzer. Hepatic triglyceride (TG), total cholesterol (TC), high-density lipoprotein (HDL-C), low-density lipoprotein (LDL-C), alanine aminotransferase (ALT). Hepatic tumor necrosis factor-α (TNF-α) and intestinal lipopolysaccharide (LPS) were quantified using enzyme-linked immunosorbent assay (Elisa) kits following the manufacturer’s instructions.

### 16S rRNA Gene Sequencing and Analysis

DNA for gut microbiota analysis was extracted from approximately 100 mg of faeces. DNA was amplified using a primer set targeting the V3+V4 region of 16S rDNA by carrying Barcode specific primer. The V3-V4 region of 16S rRNA was amplified using the primers 341F (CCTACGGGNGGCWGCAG) and 806R (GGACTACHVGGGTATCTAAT) by PCR. Raw reads were first confirmed using basic statistics. The processed pair-end reads were then merged using FLASH software (Version 1.2.11, United States) to generate representative complete sequences. The reads were qualitatively filtered in Trimmomatic0.33 and then clustered into 97% identity Operational Taxonomic Units (OTUs) using UCHIME4.2 to get effective tags. The effective tags were determined quantitatively and analyzed by Quanti-Fluorimeter and the Hiseq2500 system (Illumina, Inc., San Diego, CA, United States). LEfSe software (http://huttenhower.sph.harvard.edu/lefse/) is one way of statistical Beta diversity analysis. LEfSe was used for differential analysis inter groups. In this paper, LEfSe was shown to differential results. The selected differences were sorted by linear discriminant analysis (LDA) > 4.0.

### ^1^H-NMR Analysis of Hepatic Metobolites

The 100 mg liver tissue was homogenized by 600 μl of pre-cold CH_3_OH/H_2_O (2:1) on the ice. The extractive solution was vortexed for 30 s and centrifuged at 1600 rpm and 4°C for 10 min. The supernatant of 600 μl in a new tube was dried under nitrogen. Added with 600 μl of phosphate buffered saline (pH 7.4) containing 0.01% Sodium 3-trimethysilyl [2,2,3,3-d4] propionate (TSP-*d*_4_). The solution was vortexed and centrifuged again. The amount of 550 μl supernatant was pipetted and transferred into 5 mm NMR tube. The NMR tube was stored at 4°C for test.

^1^H-NMR spectrum was recorded on Bruker AVIII 600 MHz NMR (Bruker, Germany) spectrometer (proton NMR frequency at 600.13 MHz) equipped with ultra-low temperature probe by using a CPMG (CARR Purcell Meiboom Gill) pulse sequence. Key parameters of data acquisition were set as follows: the temperature at 300 K, spectrum width of 12,019.2 Hz, relaxation delay time of 4 s, 90° pulse width of 12 μs, acquisition time of 2.7263 s, scan times of 64, receiving gain 191 and sampling data point of 65,536.

Raw data were dealt with MestReNova software (Version 6.1.0, Spain). The process was carried out by phase correction and baseline correction before the methyl resonance of TSP-*d*_4_ was referenced to *δ* 0.000 ppm. The ^1^H NMR spectra from *δ* 0.7–9.0 ppm was bucketed into bins with an integral step of 0.001 ppm. The normalized integrity data were imported into Simca (Version 13.0, Sweden) to perform partial least squares discriminant analysis (PLS-DA). Differential metabolites were screened by Variable importance in the project (VIP) > 1 and *t*-test (*p* < *0.05*).

### Microarray Analysis of Hepatic Gene Expression

Total RNA was extracted from liver according to the test kit’s instruction and then treated with DNase I. Interrupt reagent was used to break mRNA into short segments. Six base random hexamers were used to synthesize cDNA based on the short segments of mRNA. The test kit was used to purify, repair, connect the test sequence and filter cDNA. The filtering conditions included: Removing the sequence that contains the connector, Sequencing with more than 5% N base removed and removing more than 50% of the sequences with base mass less than 10. The cDNA was amplified and enriched by PCR and QC tested by Agilent 2100 Bioanalyzer&ABI StepOnePlus Real-Time PCR System (Agilent Technologies Inc., California, United States). The data was sequenced by Illumina platform and the reads were compared by HISAT2 software (Version 2.0.5). Main parameter: no-mixed -I 100 -X 500—no-unal. In RNA SEQ analysis, we can use HTseq (Version 0.6.1) to further map the reads of the alignment genome to the gene exon region, and then count the number of reads on each gene alignment to estimate the gene expression level. Main parameters of HTseq: -s no -a 0 -t exon -m intersection-nonempty. Differential analysis was performed by DEGseq&DESeq platform among control, model and HME group. Differential genes were shown in volcano diagram and selected by absolute log_2_fold change (absolute FC) ≥ 0.5 and Q-value (or FDR) ≤ 0.01. The biological functions of differential genes were analyzed by KEGG (http://www.kegg.jp/). Differential pathway enrichments were screened by Q-value (or FDR) ≤ 0.01 and *t*-test (*p* < *0.05*).

### Statistical Analysis

The data were analyzed by GraphPad Prism software (Version 6.0.4, United States) and expressed as mean ± SD. One-way analysis of variance (ANOVA) with Dunnett test was employed to evaluate the significance of differences among animal groups. Differences were considered statistically significant at *p* < *0.05*. Partial least squares discriminant analysis (PLS-DA) was performed on Umetrics SIMCA (Version 13.0, Sweden). A value of *p or #*p* < 0.05, **p or ##*p* < 0.01, and ***p or ###*p* < 0.001 were considered statistically significant difference for all analyses.

## Results

### Chemical Profiling of Danggui-Shaoyao-San Extracts

Twenty-three kinds of chemical compounds from WE, HME and TME were identified by UPLC-Q/TOF-MS (Supplementary Figure 1), mainly including seven monoterpene glycosides, nine phthalides, three prototerpane triterpene glycosides, two cyclic peptides, two organic acids and adenosine. There were three kinds of differential MS fingerprints as shown in Supplementary Figure 2. The results about difference analysis (VIP > 1, *p* < *0.05*) showed that there were some differences in the chemical composition of the three extracts. There were ten different substances between WE group and HME group, which were gallic acid, ferulic acid, albiflorin, alisol B-23-acetate, senkyunolide I, lactiflorin, mudanpioside I, Senkyunolide A, *Z*-ligustilide and cnidilide A. Ten different substances were screened out between WE group and TME group, including gallic acid, albiflorin, isomaltopaeoniflorin, alisol B-23-acetate, mudanpioside I, senkyunolide A, *Z*-ligustilide, cnidilideA, alisol C-23-acetate, and tokinolide B. Six different substances were screened out between HME group and TME group, including atractylenolideI, alisol B-23-acetate, senkyunolide I, lactiflorin, senkyunolide A, and *Z*-ligustilide. The PLS-DA analysis indicated the obvious classification and clustar among three extracts (Supplementary Figure 3). Seven chemical compounds were screened out between WE and HME/TME. They were separately gallic acid, paeoniflorin, alisol B-23-acetate, mudanpioside I, senkyunolide A, Z-ligustilide and cnidilide A. Results indicated that the mixture of methanol and water or methanol upregulated the content of seven compounds as shown in Supplementary Figure 4. It has been reported recently that phthalides (cnidilide, ligustilide, senkyunolide) from Chuanxiong have anti-inflammatory,vascellum protection, anti-thrombotic, anti-oxidant, anti-hypertensive properties (Yue et al., 2018; Ningsih et al., 2020). Cnidilide is found to lower LPS, inflammatory factors such as TNF-α, interleukin-1beta (IL-1β) and interleukin-6 (IL-6) (Lee et al., 2016). Gallic acid is well known not only as antioxidant capacity but also for neuroprotective elements (Daglia et al., 2014). We concluded that different solvents can yield different extracts with different compounds, which may influence the MetS symptoms by these differential compounds.

### Danggui-Shaoyao-San Effects on Liver Histopathology and Biochemical Parameters

Pathological study and biomarkers can be used to preliminarily evaluate which extracts can influence the symptoms of MetS. The liver pathological sections of rats in each group were observed under 100x high power microscope (Figure 1A). There were tensile vacuoles with different sizes and density in the cytoplasm of hepatocytes in the model group, compared with the control group. According to the scale bar, the diameters of the vacuoles were about 2–15 μm. These vacuoles were supposed to generate due to lipid homeostasis in the liver. In different treatment groups, there was less vacuole in quantity and size. The results of H&E staining indicated that DSS protected liver tissue. Compared with the control group, FBG, body weight, UA and hepatic TG, LDL-C, ALT statistically up-regulated in the model group (*p* < *0.05*), while hepatic TC and HDL-C statistically down-regulated (*p < 0.05*, Figure 1B). It indicated that metabolic syndrome and hepatic injury of rats in the model group were obvious. Enteral LPS and hepatic TNF-α were also detected, and the results showed a significant increase of TNF-α (*p* < *0.001*) but no obvious change of LPS in the model group (Figure 1B). It was found that FBG, TNF-α, LDL-C and UA significantly decreased (all *p < 0.05*) and TC and HDL-C increased (all *p < 0.05*) after the use of pioglitazone or three extracts. ALT had got regulation (*p < 0.05*) after the intervention of pioglitazone or TME. Although pioglitazone or different extracts had no obvious effect on the improvement of body weight, body weight had the down tendency in HME or TME group, especial HME group. The statistical biomarkers, including TC, HDL-C, LDL-C, ALT and UA, revealed that HME or TME had stronger protective actions for liver functions and regulated the MetS better than WE.

**FIGURE 1:**
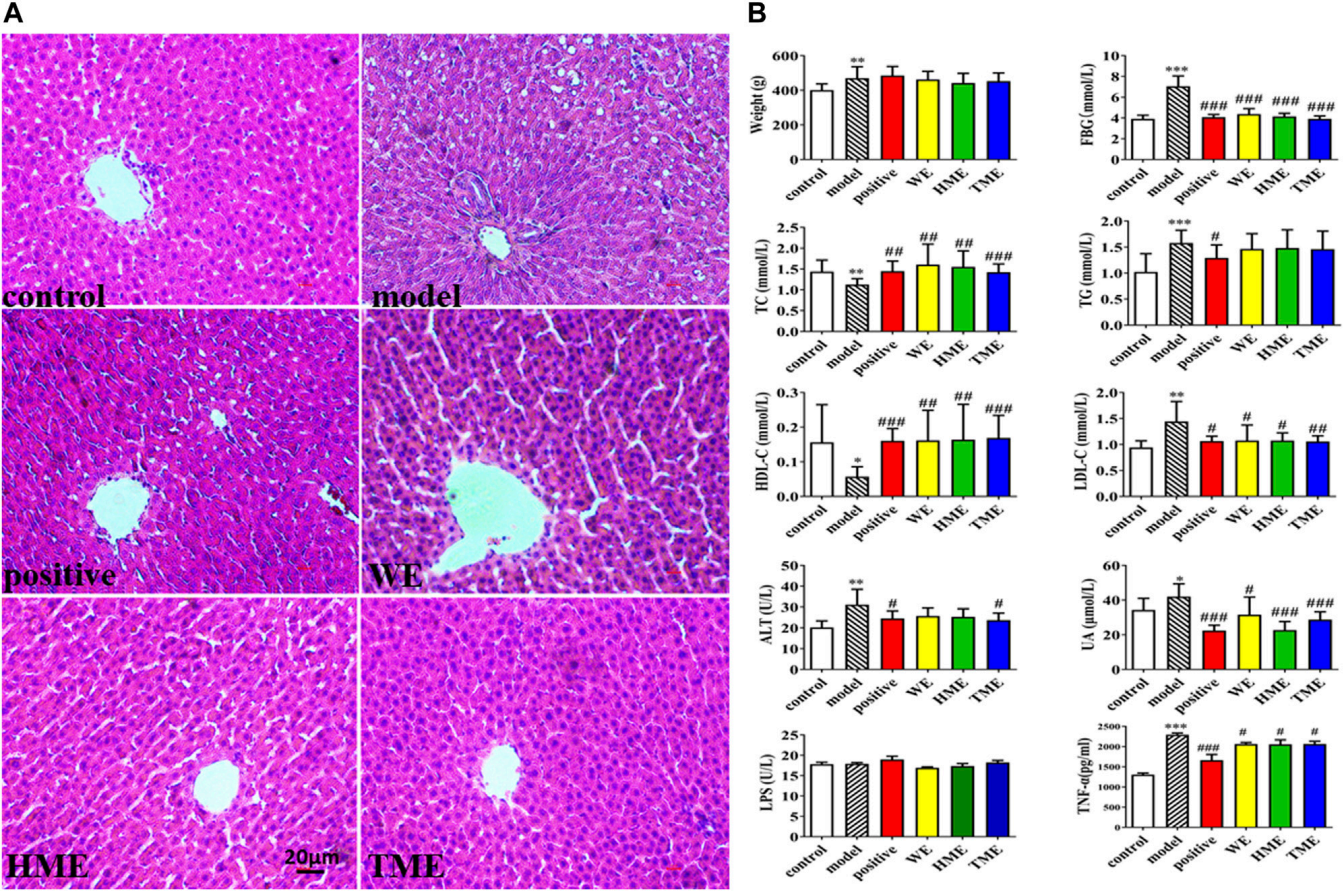
Histopathological assessment in liver (H&E stain) and biochemical assessments in serum or liver. **(A)** pathological paraffin section (100X) **(B)** Levels of fasted blood glucose (FBG), serum uric acid (UA), hepatic triglyceride (TG), total cholesterol (TC), high density lipoprotein (HDL-C), low density lipoprotein (LDL-C), alanine aminotransferase (ALT), tumor necrosis factor-α (TNF-α) and intestinal levels of lipopolysaccharide (LPS). All values are mean ± SD (*n* = 10). *p < *0.05*, **p < *0.01*, ***p < *0.001* between model group and control group, #*p* < *0.05*, ##*p* < *0.01*, ###*p* < *0.001* between model group and WE/HME/TME group.

### Changes in Gut Microbiota Structure

Gut microbiota plays an important role in evaluating all kinds of organism, balancing the unhealthy environment in our bodies and keeping us healthy. We calculated the OUT expression of each sample at all kinds of classification level, especially at the level of phylum and genus to find which extract can influence the kinds and enrichment in intestinal microbiota to alleviate abnormal symptoms about MetS. As shown in Figure 2 dominant bacteria were *Firmicutes*, *Bacteroides*, *Verrucomicrobia* in sequence at the phylum level. The relative abundance of *Firmicutes* had its downward trend in the WE, HME, TME group, while *Bacteroides* and its genus almost kept constant. In addition, *Verrucomicrobia* in the different treatment groups had a growing tendency, while it was almost absent in the model group. It is reported that the change of relative abundance of *Firmicutes* is positively related to the occurrence of metabolic diseases such as obesity (Koliada et al., 2017). It has also been reported that *Akkermansia*, belonging to *Verrucomicrobia,* is negatively related to obesity, and the higher the relative abundance in the intestine, the less obesity the host appears (Brahe et al., 2015; Dao et al., 2016; Derrien et al., 2017).

**FIGURE 2:**
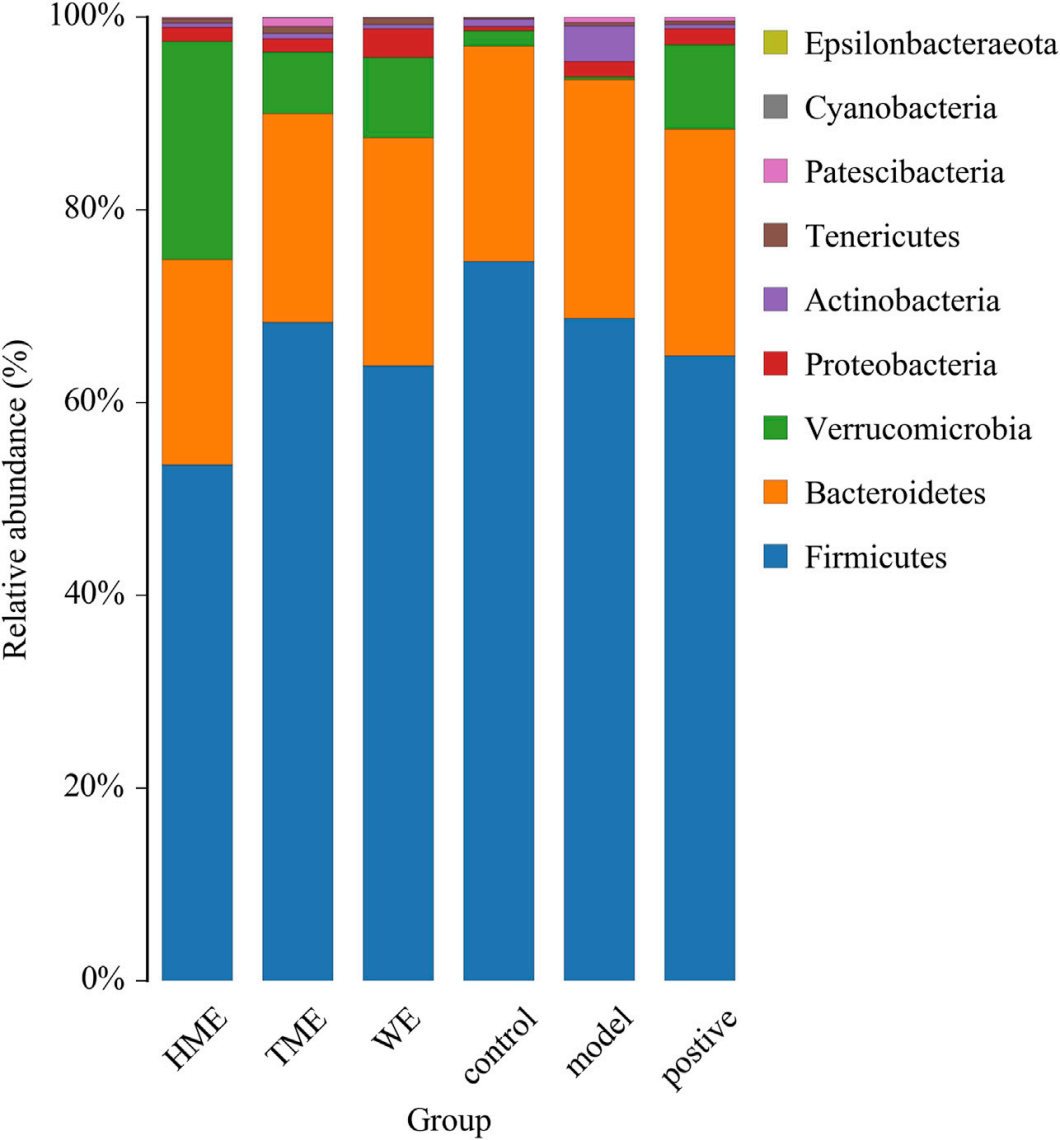
Histogram of mean value of intestinal microflora enrichment in rats at phylum level in each group.

LEfSe was used to analyze the difference of gut microbes. The result at the genus level was expressed by Cladogram pattern or LDA histogram (LDA > 4.0). From the results, we concluded that there was more differential gut microbiota from HME group (Figure 3A) as compared with the control group. The differences from the model group was mainly reflected in the up-regulation of the relative abundance of *Turicibacter* and *Erysipelotrichaceae*, and the down-regulation of *Lactobacillus* (LDA > 4.0, Figure 3B) by LDA histogram analysis. The HME group contained the richest gut microbes including downregulated *Lactobacillus* and *Erysipelotrichaceae*, and the notably upregulated *Akkermansia* (LDA > 4.0). It is reported that *Akkermansia* is beneficial bacteria to reduce obesity (Everard et al., 2013; Shin et al., 2014) and *Erysipelotrichaceae* is harmful by increasing intestinal inflammation (Wu et al., 2018). Based on the changes in gut microbes, it can be concluded that HME can play a more diversifying and beneficial effect on regulating gut microbiota structure than WE and TME. Based on all the results, further studies on metabolomic and transcriptomic changes in the liver were carried only by the HME treatment.

**FIGURE 3:**
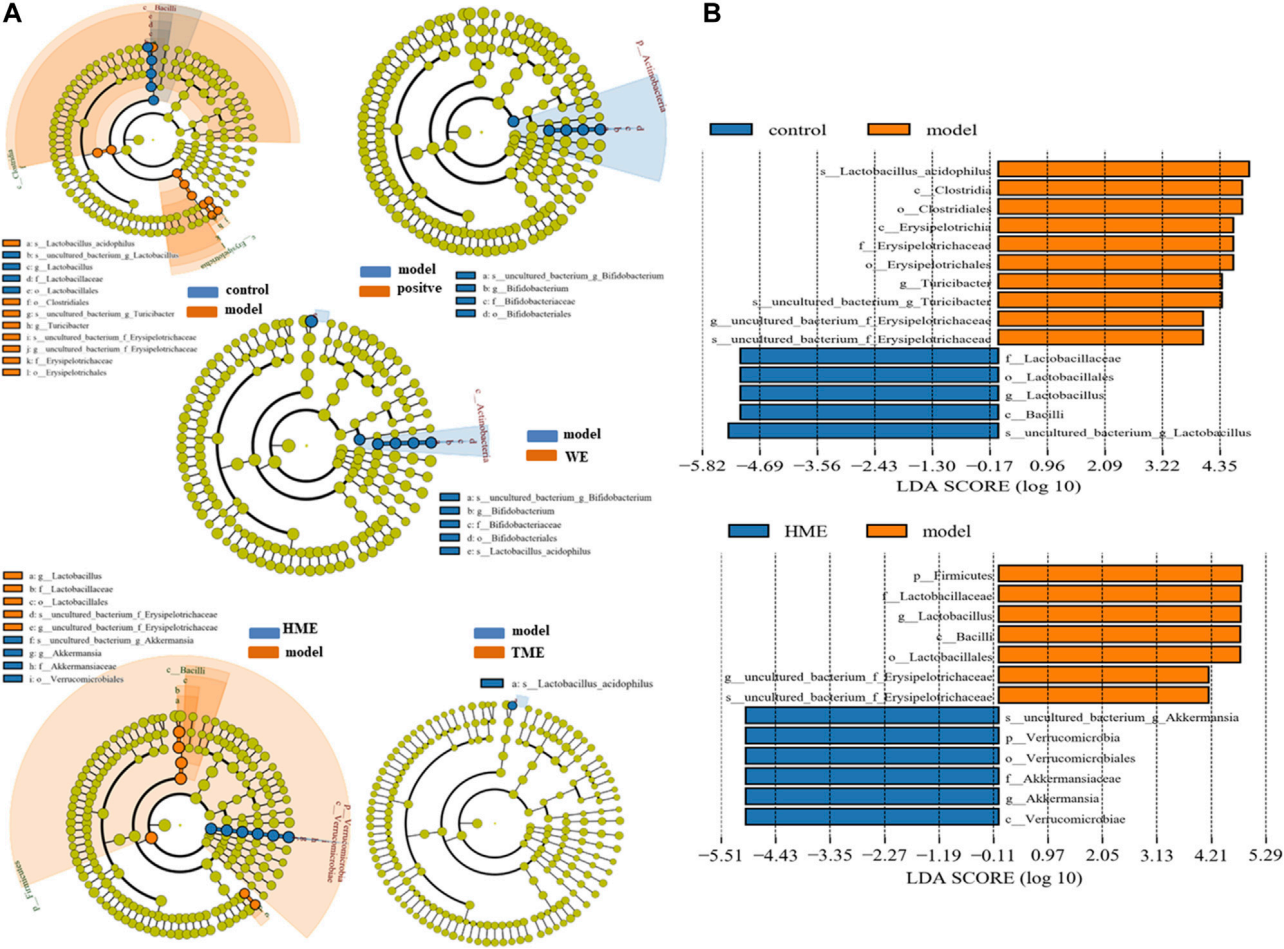
LEfSe results of species differences in intestinal microflora enrichment in rats between different groups. **(A)** Comparative analysis by cladogram pattern between control and model group or model and WE/HME/TME group. **(B)** Comparative analysis by LDA histogram only in control/model or model/HME contrast (LDA > 4.0).

### Metabolomic Changes in Liver

The changes of metabolites in the liver can show whether the hepatic functions or metabolic pathways have been influenced by fructose. According to NMR data, a variety of metabolites in the liver were identified, mainly including amino acids, organic acids, alkaloids, sugars and nucleotides. Choose VIP > 1, *p < 0.05* as screening criteria to screen the differential metabolites between different groups. Thirteen differential metabolites were identified between the control group and model group, which were 3-hydroxybutyrate, alanine, carnosine, choline, glycine, glucose, fumarate, anserine, tyramine, histamine, xanthine, inosine, formate, respectively. Seventeen differential metabolites were identified between the model group and HME group, which were respectively isoleucine, leucine, valine, lactate, acetate, succinate, carnosine, cadaverine, creatine, choline, glutamine, glucose, ADP + ATP, fumarate, histamine, xanthine and inosine. There were seven shared metabolites by Venny analysis (http://jvenn.toulouse.inra.fr/app/index.html) between control/model and model/HME, including carnosine, choline, glucose, fumarate, histamine, xanthine, inosine (Figure 4). From thirteen differential metabolites obtained between the control and model group, we concluded that there were certain metabolic disorders in the model group. By the intervention of DSS, seven differential metabolites can be regulated back in the same changed metabolic routes by fructose. The other ten differential metabolites between the model and HME group indicated that DSS could influence the new metabolic pathways. The results showed that DSS played an effective role in improving the MetS.

**FIGURE 4:**
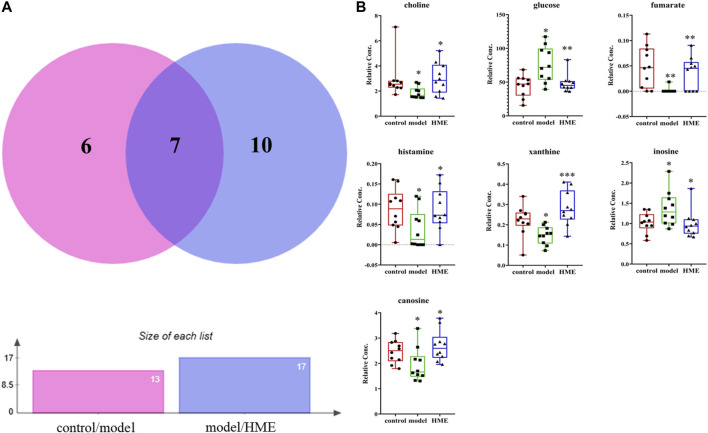
Differential metabolites in common in rat liver between different groups. **(A)** Differential metabolites changes in common by Wayne analysis in pie chart between control/model or model/HME contrast. **(B)** Individual relative content changes of differential metabolites in common by histogram pattern (differential screening criterion: VIP > 1 and *p < *0.05*, **p < *0.01*, ***p < *0.001*).

### Transcriptomic Changes in Liver

The differential transcripts between different groups were screened at absolute FC ≥ 0.5, Q-value and FDR ≤ 0.01. 

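Hepatic RNA of 9 rats was sequenced, 3 from the control group, 3 from the model group and 3 from the HME group. The model and HME groups drank 15% fructose for 8 weeks, and the HME group also received the 50% methanol extract of DSS at 1.8 g/kg. The authors aligned the reads with HISAT2, counted them on the exons of each gene without regard to strand with HTSeq, and deposited the raw counts per gene without normalization. The paper's text does not name the genome build. The table identifies genes by rat Ensembl identifiers and symbols and gives no positions, so no coordinates are given here. It lists 19686 genes, and 0 of them had no count in all 9 libraries. Total counts ranged from 14345819 to 21978523 in the control group (median 16359924), from 14922429 to 26837227 in the model group (median 16365962) and from 18331311 to 21180914 in the HME group (median 18600234). The most abundant gene, Alb, took between 9.91% and 12.8% of the counts of a library, and the 10 most abundant genes took between 21.7% and 27.2%. For the values at the statements on genes, each comparison was fitted on its own 6 libraries with edgeR. Genes with low counts were removed with filterByExpr, the libraries were normalized with the TMM method, and the robust quasi-likelihood test was followed by Benjamini-Hochberg adjustment (FDR). A gene was counted as differential at an absolute log2 fold change of at least 0.5 and an FDR of at most 0.01, the thresholds of the paper. Levels are given as CPM, the counts scaled to the TMM-normalized size of each library, mean ± SD over the 3 rats of a group. An exact permutation test of 3 rats against 3 cannot give a p below 0.1. The spread between the rats of a group was larger than counting error alone gives, with a chi-square per gene between 18.2 and 65.9 for the pairs of rats within a group, where counting error alone gives a value near 1. The biological coefficient of variation was 17.6% in the control group, 27.6% in the model group and 19% in the HME group. On the first principal component, with 25.1% of the variance, the control rats lay between 27.4 and 35.4, the model rats between -9.08 and -0.63 and the HME rats between -34.9 and -22.2. On the second, with 22.9%, model replicate 1 stood at 59.3 and the next rat, model replicate 3, at 16.6.

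**Figure D1:**
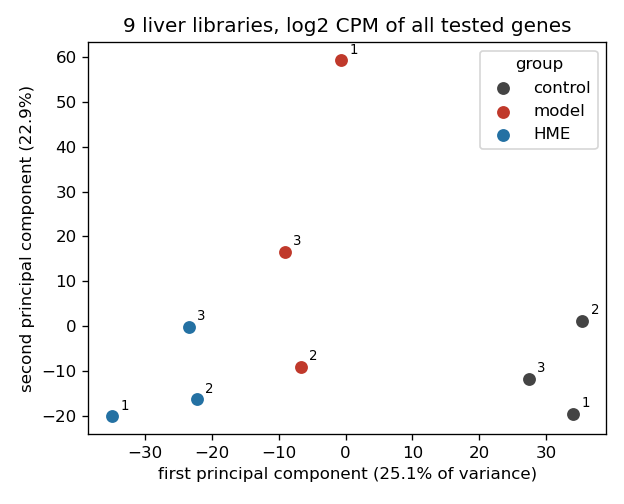
Principal components of log2 CPM of the 9 liver libraries. Each point is 1 rat with its replicate number, the axes give the scores on the first (25.1% of the variance) and second (22.9%) component, and colours give the group. The groups are ordered along the first component, and model replicate 1 lies at 59.3 on the second.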

By analyzing the metabolic pathway by differential gene expressions, we determined which pathways had been disorganized by fructose in the model group and which were regulated back after DSS. 

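In the comparison of the model group with the control group, 12486 genes were tested, and 5 were up-regulated and 5 down-regulated in the model group at both thresholds. At an FDR of 0.05 the numbers were 37 and 38, and 1648 genes had an unadjusted p under 0.05. The 3 model rats did not overlap the 3 control rats in 2635 genes (21.1%), where chance gives 10%. DESeq2 on the same genes gave 128 up-regulated and 128 down-regulated genes. The up-regulated genes were Nim1k, Acpp, Gk, Amdhd1 and Tymp, with log2 fold changes between 1.60 and 4.17. Gk (glycerol kinase, ENSRNOG00000034116) rose from 114 ± 16.5 CPM in the control group to 583 ± 63.3 CPM in the model group, a log2 fold change of 2.35 (standard error 0.169, FDR 0.00275 from edgeR). The down-regulated genes were Noct, Usp2, Per2, Por and Il33, with log2 fold changes between -3.22 and -1.50. Per2 (period circadian regulator 2, ENSRNOG00000020254) fell from 81.5 ± 7.22 CPM to 14.7 ± 2.24 CPM, a log2 fold change of -2.48 (standard error 0.155, FDR 0.00176 from edgeR). In each of the 10 genes, all 3 model rats lay on the same side of all 3 control rats. With 1 rat left out at a time, 0 to 10 genes passed both thresholds. No gene passed without control replicate 1, 2 or 3, although 1129, 1213 and 1211 genes then had an unadjusted p under 0.05. Without model replicate 1, 5 genes passed, and without model replicate 3, 2 genes.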

Compared with the control group, 422 transcripts were up-regulated, 377 transcripts were down-regulated and 18,867 transcripts were the same in the model group. 

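Between the HME and model groups, 12502 genes were tested, and 7 genes were up-regulated and 10 down-regulated in the HME group. At an FDR of 0.05 there were 15 and 42, and 1003 genes had an unadjusted p under 0.05. The 3 rats of either group did not overlap in 1753 genes (14%), against 10% by chance. Abcg5 (ENSRNOG00000005250) and Abcg8 (ENSRNOG00000005420), which encode a pair of ABC transporters, rose most. Abcg5 was at 0.691 ± 0.0776 CPM in the model group and 48.8 ± 23.1 CPM in the HME group, a log2 fold change of 6.14 (standard error 0.409, FDR 0.00163 from edgeR). For Abcg8 the levels were 0.279 ± 0.191 CPM and 28.7 ± 10.7 CPM, a log2 fold change of 6.69. In the control group they were at 9.34 ± 4.66 and 5.91 ± 4.33 CPM, above every model rat, and their log2 fold changes in the model group, -3.75 (FDR 0.0118 from edgeR) and -4.41 (FDR 0.0331), did not pass the FDR threshold. With DESeq2 both genes passed both thresholds in the model group (FDR 4.63e-14 and 5.34e-09). Next came the metallothionein genes Mt2A and Mt1 and the gene listed as AC128848.1, with log2 fold changes of 3.88, 3.35 and 3.26. Metallothionein copies may share reads, which gene counts do not resolve. Scd (stearoyl-CoA desaturase, ENSRNOG00000013552) fell from 8646 ± 943 CPM in the model group to 125 ± 80.1 CPM in the HME group, a log2 fold change of -6.11 (standard error 0.513, FDR 0.00266 from edgeR). Pnpla5 had between 142 and 683 counts in the model rats and between 0 and 1 in the HME rats. Pklr, Il17rb and Fabp5 had log2 fold changes of -2.82, -2.65 and -2.56. In each of these 10 genes the 3 HME rats lay on the same side of the 3 model rats. Leaving out 1 rat at a time left between 2 and 12 genes past both thresholds, with 2 genes without HME replicate 1, 4 without HME replicate 3 and 4 without model replicate 3. With library size alone in place of TMM, 4 genes were up-regulated and 7 down-regulated.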

Compared with the model group, there were 132 up-regulated transcripts, 218 down-regulated transcripts and 19,336 transcripts were the same in HME group. 

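None of the 10 differential genes of the model group was among the 17 differential genes of the HME group, in either direction. At an unadjusted p under 0.05 in both comparisons, 252 genes moved in opposite directions and 64 in the same direction. Both comparisons use the same 3 model libraries, so chance values of these libraries push the fold changes apart. In 40 simulated data sets in which the HME group had the means of the model group, a median of 180 genes (range 159 to 213) moved in opposite directions at that p, and 28 (range 19 to 40) in the same direction. Of the 10 genes that differed between the model and control groups, 7 had a fold change of the opposite sign between the HME and model groups, a share of 70% (95% Wilson interval 39.7% to 89.2%). The simulated data sets gave a median share of 67.97% (range 61.3% to 72.7%). When the genes were called without 1 model rat and judged against that rat alone, 3 of 5, 5 of 10 and 1 of 2 genes moved back. By DESeq2, 32 genes were differential in opposite directions and 7 in the same direction, against simulated ranges of 0 to 5 and 0 to 1 over 20 data sets. Of the 17 differential genes of the HME group by edgeR, 13 lay farther from control in the HME group than in the model group, and 4 lay nearer. No simulated value was computed for these numbers. From the numbers of transcripts in both comparisons, the paper concludes that fructose altered expression in the liver and that DSS partly eased the alteration.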

The results showed that high fructose-fed did change the hepatic gene expressions of the liver gene in normal rats, while to a certain extent, DSS did alleviate the abnormal situation of hepatic transcripts in the model group.

Pathway analysis helps understand the biological function of genes. In this study, KEGG analyzed how the gene expressions were enriched between different groups. The top 30 differential pathways at the Level 3 were analyzed between the control and model group (Figure 5A). Another result was got between the model and HME group as shown in Figure 5B. The pathway with the most enriched differential genes was focused on the metabolic pathway. Compared with the control group, fifty eight differential genes in the model group were upregulated and seventy five genes were downregulated in the metabolic pathway. Compared with the model group, twenty three differential genes in the HME group were upregulated and forty eight were downregulated. Other ten shared pathways were arginine biosynthesis, steroid hormone biosynthesis, biosynthesis of amino acids, carbon metabolism, circadian rhythm, fatty acid metabolism, metabolic pathways, nitrogen metabolism, PPAR signalling pathway and pyruvate metabolism. In these pathways, some were related to the carbohydrate metabolism. 

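The KEGG gene sets were not analysed here, and short hand-written lists of core genes stood in for some of these pathways. Each list was tested with limma's camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over 12 lists and both comparisons, and 14 of the 24 tests had an FDR of at most 0.05. With fry, 7 of them did, among them the urea cycle list in the model group and the fatty acid synthesis list and the Bmal1 arm in the HME group. With a correlation estimated from the data, 0 did (lowest FDR 0.175), and 5 had an unadjusted p under 0.05. The 11 genes of the urea cycle and arginine synthesis had a median log2 fold change of -0.27 in the model group against control (9 of 11 lower, FDR 0.00321) and of 0.18 in the HME group against model (6 of 11 higher, FDR 0.27). The 14 genes of fatty acid synthesis had medians of -0.54 (13 of 14 lower, FDR 0.000446) and -1.56 (11 of 14 lower, FDR 1.89e-09), and their mean was lower in each of the 3 HME rats than in every model and control rat. For 25 genes of fatty acid oxidation and PPAR alpha targets, the medians were 0.51 (22 of 25 higher, FDR 3.21e-06) and -0.17 (21 of 25 lower, FDR 0.0397). The mean of this list was higher in 2 of the 3 model rats than in every control rat. Among circadian genes, the 8 of the Per and Dbp arm had medians of -0.84 (6 of 8 lower, FDR 0.00321) and 0.64 (7 of 8 higher, FDR 0.0109), and the 5 of the Bmal1 arm had medians of 0.22 (4 of 5 higher, FDR 0.204) and -1.03 (4 of 5 lower, FDR 0.000739). For the Per and Dbp arm, neither change passed with fry (FDR 0.0834 and 0.282). The mean of that list in model replicate 2 lay within the ranges of the control rats and of the HME rats. Per2 was at 14.8 ± 0.512 CPM in the HME group, and its log2 fold change against the model group was 0.02 (standard error 0.161).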

Hepatic differential metabolites such as glucose and fumarate also showed the correlation with carbohydrate metabolism. The genes of HSD family, such as hydroxysteroid 17β-dehydrogenase 7 (HSD17β7) and hydroxysteroid 17β-dehydrogenase 13 (HSD17β13), existed in the pathway of steroid hormone biosynthesis. They regulated blood lipid and were related to TC and TG metabolites. These results showed that fructose could induce differential gene changes and pathway discordances and DSS could regulate back these abnormalities of carbohydrate, lipid and amino acids at the Level 2 of the KEGG pathway.

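In the count table 11 genes of the HSD17B family passed the filter on low counts in the comparison with the control group, and 10 of them in the comparison of the HME and model groups. Apart from Hsd17b7, Hsd17b13 and Hsd17b2, their log2 fold changes lay between -0.44 and 0.64 in the model group (lowest FDR 0.38, edgeR) and between -0.35 and 0.19 in the HME group (lowest FDR 0.719). Hsd17b2 (ENSRNOG00000013982) was at 97.9 ± 9.74 CPM in the control group, 235 ± 165 CPM in the model group and 608 ± 132 CPM in the HME group. Its log2 fold change was 1.25 in the model group (standard error 0.432, FDR 0.275 from edgeR) and 1.38 in the HME group against model (standard error 0.449, FDR 0.449). Without model replicate 2, the highest model rat, these became 0.53 and 2.10. The 3 HME rats were all above the 3 model rats, and the model rats overlapped the control rats.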

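The 20 genes of cholesterol synthesis had a median log2 fold change of -0.69 in the model group against control (19 of 20 lower, FDR 1.3e-11 from limma's camera) and of 0.31 in the HME group against model (17 of 20 higher, FDR 0.00212). The first of these also passed with fry, and the second did not. The mean of the list was lower in each of the 3 model rats than in every control rat, and higher in 2 of the 3 HME rats than in every model rat. The 13 genes of glycolysis had medians of 0.06 (FDR 0.942) and -0.66 (13 of 13 lower, FDR 1.14e-11), and the 8 genes of fructose metabolism had medians of 0.09 (FDR 0.765) and -0.56 (7 of 8 lower, FDR 3.67e-07). With library size alone, the medians of these lists in the model group turned to -0.09 and -0.04, as that scaling moves the median of all genes by -0.145. Their falls in the HME group passed with fry as well, and the mean of either list was lower in every HME rat than in every model rat. The 10 genes of gluconeogenesis had medians of 0.32 (6 of 10 higher) and -0.11 (5 of 10 lower), both at an FDR of 0.158. Single genes past both thresholds in the HME group include Tkfc (triokinase, log2 fold change -2.39, FDR 0.00163), Slc2a5 (fructose transporter, -2.55, FDR 0.00434) and Me1 (malic enzyme, -2.08, FDR 0.0019) by edgeR, each lower in all 3 HME rats than in all 3 model rats. Without HME replicate 1 their FDR was 0.0146, 0.023 and 0.0209, so none of them passed.

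**Figure D2:**
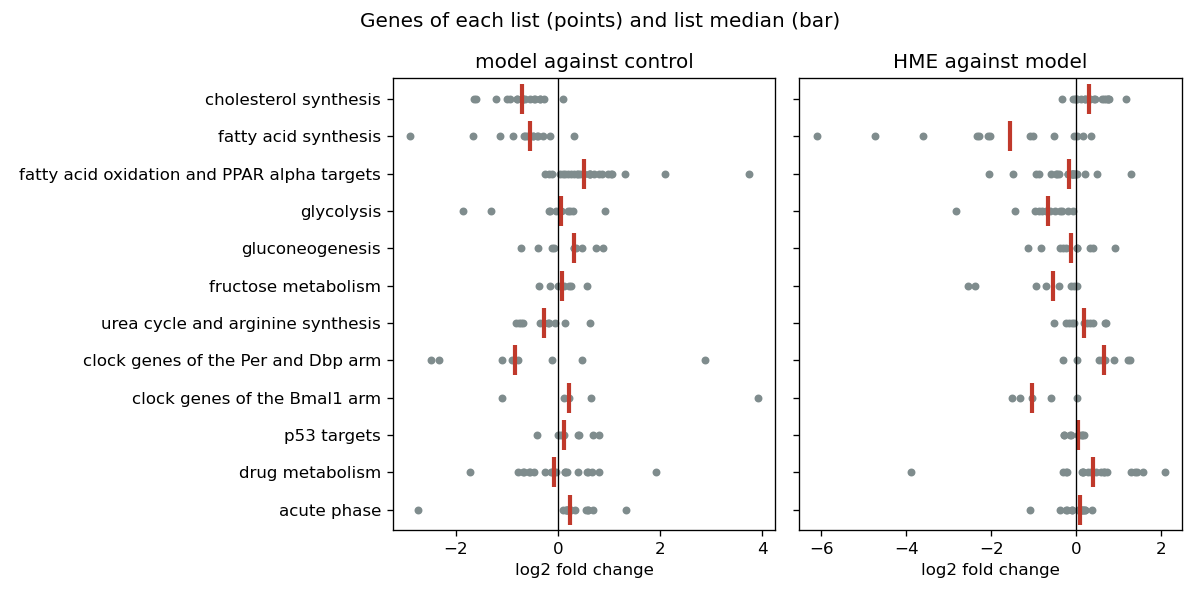
Log2 fold changes of the genes of 12 hand-written lists (grey points, 1 per gene) and the list medians (red bars) in the model group against control and in the HME group against model. The cholesterol synthesis median lies at -0.69 and 0.31 and the fatty acid synthesis median at -0.54 and -1.56. With library size alone, the glycolysis, fructose metabolism and p53 medians of the model group fall under 0.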

**FIGURE 5:**
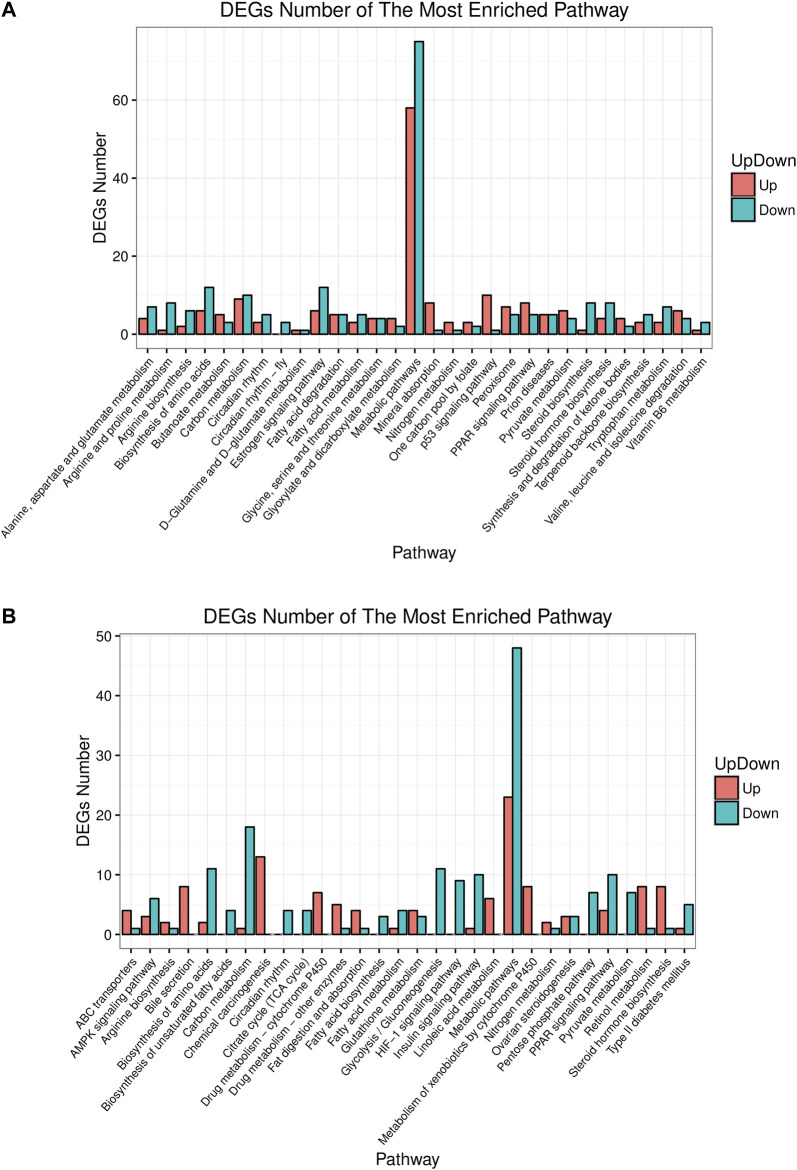
Up or down about differential gene experessions in top 30 enrichment pathways in rat liver between control/model or model/HME. **(A)** Comparative analysis by histogram pattern between control group and model group. **(B)** Comparative analysis by histogram pattern between model group and HME group. (differential screening criterion: absolute FC ≥ 0.5, Q-value or FDR ≤ 0.01).

## Discussion

### The Relationship Between Metabolic Syndrome in Fructose-Fed Rat Modeling and Insulin Resistance

A large body of recent literature has shown that excess fructose comsumption can induce MetS (Li et al., 2018). 15% of fructose is similar to American human soft drinks (Jürgens et al., 2005).Many researchers have reported that 10–20% fructose for 4–8 weeks could induce MetS modeling or one of MetS symptoms in rat or mice (Jürgens et al., 2005; De Moura et al., 2008; Zhang et al., 2011). The modeling conditions are similar with our research. IR is reported as the mechanism of MetS and chronic fructose ingestion, but not acute fructose feedings can lead to hyperinsulinemia and insulin resistance (Haas et al., 2012; Pan and Kong, 2018). Thus, we reviewed some literature on mechanism how IR develops high fructose-induced MetS.

Fructose directly reaches the hepatocytes after being absorbed from the intestine via portal vein. The metabolic pathway of most of fructose is the firs-pass metabolism in the liver (Softic et al., 2016). Fructolysis is much faster than glycolysis in the hepatocytes for bypassing the step of phosphofructokinase (Pan and Kong, 2018), which usually limits the metabolic speed. Limitless fructolysis can produce high level of *de novo* lipogenesis (DNL) and UA metabolites (Pan and Kong, 2018). They are unique features of fructolysis and high level of them can induce insulin resistance. After entering the hetatocytes, fructolsis is catalyzed by ketohexokinase (KHK) and aldolase B (ALDOB), which are two specific enzymes and highly expressed in the hepatocytes (Pan and Kong, 2018). 

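In the count table, Khk (ketohexokinase, ENSRNOG00000008047) was at 442 ± 87.6 CPM in the control group, 513 ± 113 CPM in the model group and 264 ± 21.7 CPM in the HME group (SD, n = 3 rats each). Between the model and control groups the rats overlapped, and the log2 fold change was 0.22 (standard error 0.217, FDR 0.717 from edgeR). All 3 HME rats were lower than every model and control rat. Against the model group the log2 fold change was -0.95 (standard error 0.185, FDR 0.0984 from edgeR), so Khk did not pass the FDR threshold there. With DESeq2 it passed both thresholds (FDR 0.000369). Over the alternatives the FDR ranged from 9.4e-06, with a local dispersion trend in DESeq2 that was chosen after seeing the values, to 0.396 without HME replicate 2. Against the control group it was -0.75 (FDR 0.028).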

In the first-pass metabolism, fructolysis happens quickly with comsuming more ATP by KHK (Asipu et al., 2003; Softic et al., 2016) for fructose phosphoration. This process converts fructose into fructose-1 phosphate (F-1-P) and finally produces plenty of UA (Nakagawa et al., 2006). Excessive UA directly inhibits insulin signaling not only in hepatocytes (Zhu et al., 2014), but also in endothelial cells (Choi et al., 2014) and cardiomy-ocytes *in vitro* (Zhi et al., 2016). The inhibition leads to insulin resistance in potassiumoxonate-induced hyperuricemia mice (Zhu et al., 2014). The second catalytic enzyme is ALDOB, which can help part of F-1-P directly converted into dihydroxyacetone phosphate (DHAP) and indirectly into glycerol-3-phosphate (GA3P) (Nomura and Yamanouchi, 2012). DHAP and GA3P are catabolized for DNL via glycolytic pathway by intermediate acetyl-CoA, to be used in tricarboxylic acid (TCA) cycle (also known as citric acid cycle), for energy production (Softic et al., 2016). High level of DNL leads to alteration of TG, TC and free fatty acid (FFA) and other lipid metabolites and induces insulin resistance under high fructose condition (Huang et al., 2017).

Oxidative stress and inflammation play causal roles in insulin resistance (Pan and Kong, 2018). More and more evidence demonstrates that they impair insulin signaling to induce insulin resistance in high fructose-induced MetS (Bettaieb et al., 2015; Porto et al., 2015). High level of Reactive oxygen species (ROS) or disability of anti-oxidation stimulated by FFAs, especially saturated FFAs, induces oxidative stress (Inoguchi et al., 2000). Lipid metabolites, such as FFAs, TG, diacylglycerol (DAG), and ceramides, can activate pro-inflammatory kinases, thus impair insulin signaling in hepatic or extrahepatic tissues (Xu et al., 2003; Choi et al., 2008). Pro-inflammatory kinases relate to protein kinase C (PKC), c-jun N-terminal kinase (JNK) and inhibitor of nuclear factor kappa B (NF-*k*B) (I*k*B) kinase (IKK) (Bergman and Ader, 2000). On the other hand, fructose-induced UA metabolite also causes ROS production in hepatic (Lanaspa et al., 2012) and extrahepatic tissues (Sautin et al., 2007; Hu et al., 2009; Lanaspa et al., 2012; Cirillo et al., 2015; Madlala et al., 2016) and activates inflammatory response by induction of IL-1β, TNF-α, transforming growth factor (TGF)-β1 and monocyte chemotactic protein1 (Umekawa et al., 2003; Palanisamy et al., 2011; Chen et al., 2013) Finally these inflammatory factors also induce IR. Therefore, DNL and UA are dangerous factors induced by chronic fructose ingestion. IR, whose underlying common mechanisms are oxidative stress and inflammation, is the key pathological mechnism in MetS.

### The Mechanism of Regulating Blood Lipid by Danggui-Shaoyao-San in Metabolic Syndrome Rats

Compared with the control group, part of biomarkers, body weights, pathological sections in the model group have shown that there was a disorder in the hepatic functions and carbohydrate metabolism. This indicated the occurrence of nonalcoholic fatty liver disease (NAFLD). NAFLD is closely related to MetS. It is reported that inducing NAFLD is related to the rapid increase of hepatic TNF-α (Wang et al., 2012). HSD17β13 is also identified as a pathogenic protein in the development of NAFLD (Kampf et al., 2014; Su et al., 2014). In general, HSD family takes part in several kinds of metabolism, but the HSD17β13 mainly takes part in lipid metabolism (Fujimoto et al., 2004; Moeller and Adamski, 2009; Marchais-Oberwinkler et al., 2011; Su et al., 2014).The upgrade of TG is reported due to overexpression of HSD17β13. In our study, HSD17β13 (Q ≤ 0.01) (Supplementary Table 2) and TNF-α (*p < 0.05*) were both found upregulated.TG (Figure 1B) had its marked upgraded trend (*p < 0.001*). 

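Hsd17b13 (ENSRNOG00000002212) was at 216 ± 31.4 CPM in the control group and 333 ± 58.5 CPM in the model group. Its log2 fold change was 0.62 (standard error 0.18, FDR 0.182 over all genes tested with edgeR). The FDR was 0.00977 adjusted over the list alone, the 5 genes of Supplementary Table 2, but this list was chosen on the same rats and is not independent evidence. All 3 model rats were above all 3 control rats, at 284 to 398 CPM against 187 to 249 CPM. With each rat left out in turn, the log2 fold change stayed between 0.46 and 0.74 and the FDR between 0.186 and 0.477.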

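In the HME group, Hsd17b13 was at 217 ± 28.4 CPM, a log2 fold change of -0.61 against the model group (standard error 0.176, FDR 0.373 from edgeR, 0.0138 adjusted over the list alone). The 3 HME rats were all below the 3 model rats. Against the control group the log2 fold change was 0.01 (standard error 0.148), and its sign changed to -0.13 with library size alone.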

On contrary, all the results had their downgrade without statistics (*p > 0.05*) after the cure with DSS. All the data conformed to the conclusion and the literature that TG is positively and directly related to HSD17β13 and TNF-α (Su et al., 2014).

It is reported that HSD17β7 in a rat is beneficial to increase TC (Matsuoka et al., 2020). In this gene study, as compared with the control group, HSD17β7 (Supplementary Table 2) statistically decreased (Q ≤ 0.01) in the model group. 

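Hsd17b7 (ENSRNOG00000002826), which also belongs to the list of cholesterol synthesis, was at 47.4 ± 4.43 CPM in the control group and 25.0 ± 3.18 CPM in the model group. The log2 fold change was -0.93 (standard error 0.145, FDR 0.0345 from edgeR over all genes tested, 0.000435 adjusted over the list alone), so the gene passed at an FDR of 0.05 and not at 0.01. All 3 model rats were below all 3 control rats. With each rat left out the log2 fold change ranged from -1.03 to -0.86 and the FDR from 0.0382 to 0.155. With no filter on low counts the FDR was 0.00841, and with DESeq2 it was 5e-05.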

TC (Figure 1B) in the model group abnormally decreased (*p < 0.01*). Conversely, TC (*p < 0.01*) and HSD17β7 (Q ≤ 0.01) increased markedly in the HME group. This showed that there was a positive relationship between TC and HSD17β7. It is reported that TC can produce bile acid after a series of metabolism. 

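In the HME group Hsd17b7 was at 40.7 ± 12.3 CPM, with the rats at 30.8, 36.8 and 54.5 CPM, all above the model rats. The log2 fold change against the model group was 0.71 (standard error 0.222, FDR 0.416 from edgeR, 0.0152 adjusted over the list alone), and it ranged from 0.44 to 0.87 with each rat left out. Without HME replicate 3, the highest rat, it was 0.44. Against the control group it was -0.22 (standard error 0.201, FDR 0.547), and the rats of the HME and control groups overlapped.

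**Figure D3:**
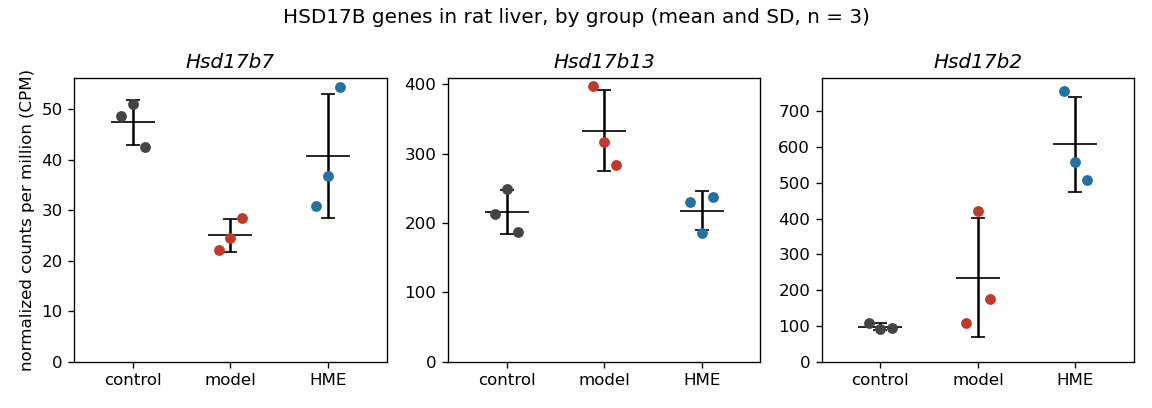
Normalized CPM of Hsd17b7, Hsd17b13 and Hsd17b2 in each rat (points), with the mean and SD of the 3 rats of each group (lines), on axes that start at 0. Hsd17b7 lies at 42.5 to 51.1 CPM in the control group, 22.1 to 28.4 in the model group and 30.8 to 54.5 in the HME group. The highest model rat for Hsd17b2 is replicate 2.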

Bile acid is the main way to excrete cholesterol (Iritani et al., 1982). Most bile acids exist as conjugated bile salts. A small part of bile salts are decomposed into insoluble free bile acids by the bile salt hydrolytic enzymes secreted by the *Lactobacillus* in the intestine (Gilliland et al., 1985; Rasic et al., 1992; Klaver and van der Meer, 1993). These free bile acids can be excreted along with faeces *in vitro*. The lowered bile acid salts *in vivo* accelerated the transformation from TC to bile acid. The excretion pathway of bile acids can be the regulated targeting to lower blood lipid. *Lactobacillus* (Supplementary Table 1) decreased (LDA > 4.0) in the model group compared with the control group. Compared with the model group, *Lactobacillus* was continuously decreased in the HME group. TC finally increased (*p < 0.01*) and was even higher than the control group in the HME group. Based on the facts, we concluded that the significant up-regulation of TC might be possibly due to the double effect from the upgrade of HSD17β7 and the downgrade of *Lactobacillus*.

### The Mechanism of Anti-Inflammation by Danggui-Shaoyao-San in Metabolic Syndrome Rats

A high level of DNL and UA can result in insulin resistance, which is the key pathological event in developing MetS. It happens mostly through oxidative stress and inflammation (Nakagawa et al., 2006; Schwarz et al., 2017; Pan and Kong, 2018). Fructose-induced UA can trigger an inflammatory response. ROS induction can induce inflammatory factors such as interleukin, tumour necrosis factor and transforming growth factor (Umekawa et al., 2003; Palanisamy et al., 2011; Chen et al., 2013; Pan and Kong, 2018). In comparison with the control group, UA (Figure 1B) in the model group significantly increased (*p < 0.001* indicating an inflammatory reaction. After DSS treatment, UA decreased significantly (*p* < *0.001*), indicating an anti-inflammatory effect of DSS. There are many kinds of inflammation genes to perform the anti-inflammation, including the NOD-like receptor (NLR) family, TNF family and IL family (Huang et al., 2019). Some part of inflammation genes overexpresses when inflammation occurs. 

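Supplementary Table 2 lists TNF-α under the identifier ENSRNOG00000010165, which the count table names Tnfaip2 (TNF alpha induced protein 2), and the values here are those of Tnfaip2. The gene Tnf itself was not analysed here. Tnfaip2 was at 43.0 ± 8.65 CPM in the control group and 70.3 ± 10.0 CPM in the model group, a log2 fold change of 0.70 (standard error 0.178, FDR 0.132 from edgeR, 0.00626 adjusted over the list alone). Nlrp12 (ENSRNOG00000060745) was at 41.6 ± 4.23 CPM and 60.8 ± 10.4 CPM, a log2 fold change of 0.55 (standard error 0.166, FDR 0.209 from edgeR, 0.01 adjusted over the list alone). Il33 (ENSRNOG00000016456) was at 122 ± 8.84 CPM and 42.9 ± 3.4 CPM, a log2 fold change of -1.50 (standard error 0.133, FDR 0.00417 from edgeR, 1.17e-05 adjusted over the list alone). In each of the 3 genes the model rats did not overlap the control rats. Only Il33 passed both thresholds, and with each rat left out its FDR ranged from 0.00554 to 0.0319, at most 0.01 only without model replicate 1. With each rat left out, the log2 fold change stayed between 0.58 and 0.87 for Tnfaip2, between 0.46 and 0.68 for Nlrp12 and between -1.57 and -1.44 for Il33.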

In this study, NOD-like receptor pyrin containing 12 (NLRP12) (Q ≤ 0.01) and TNF-α (*p* < *0.05*) upgraded markedly in the model group, while IL-33 (Q ≤ 0.01) downgraded statistically (Supplementary Table 2). After the cure of DSS, although IL-33 upgraded markedly (Q ≤ 0.01), the level of IL-33 was still lower than that in the control group. 

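Il33 was at 68.6 ± 15.3 CPM in the HME group, above the model group in all 3 rats, with a log2 fold change of 0.68 (standard error 0.18, FDR 0.291 from edgeR, 0.0127 adjusted over the list alone). With each rat left out this change stayed between 0.51 and 0.84. Against the control group it was -0.83 (standard error 0.159, FDR 0.0186), and all 3 HME rats were below all 3 control rats. Tnfaip2 was at 43.5 ± 4.26 CPM in the HME group, with a log2 fold change of -0.68 against the model group (standard error 0.151, FDR 0.157 from edgeR, 0.00891 adjusted over the list alone) and all 3 rats below the model rats. Against the control group its log2 fold change was 0.01 (standard error 0.15), which changed sign to -0.12 with library size alone.

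**Figure D4:**
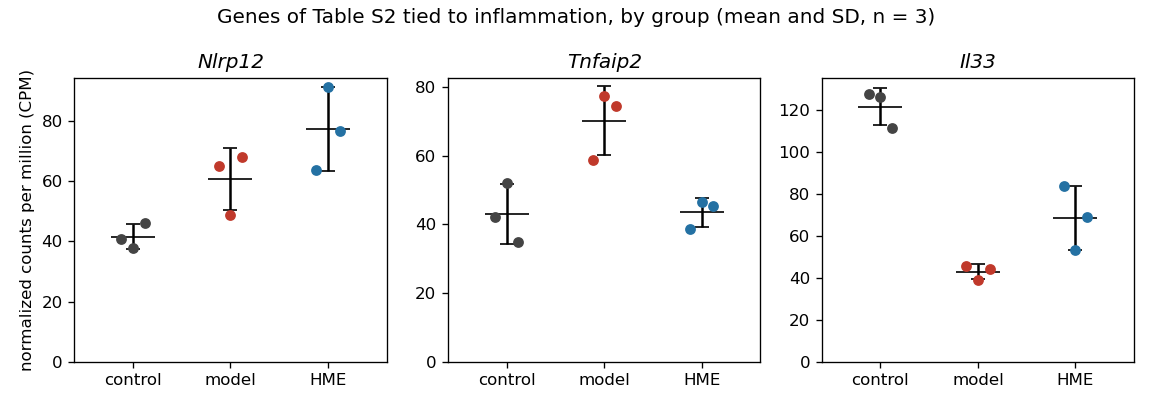
Normalized CPM of Nlrp12, Tnfaip2 and Il33 in each rat (points), with the mean and SD of the 3 rats of each group (lines), on axes that start at 0. Mean Il33 is 122 CPM in the control group, 42.9 in the model group and 68.6 in the HME group.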

TNF-α was regulated back to a normal level statistically (*p < 0.05*). It revealed that the inflammation was being alleviated. 

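Nlrp12 was at 77.4 ± 13.9 CPM in the HME group, a log2 fold change of 0.35 against the model group (standard error 0.187, FDR 0.722 from edgeR, 0.0955 adjusted over the list alone), and the rats of these groups overlapped. Against the control group the log2 fold change was 0.89 (standard error 0.144, FDR 0.00951), all 3 HME rats were above all 3 control rats, and 1 of the 6 fits without 1 rat, the one without HME replicate 1, kept the FDR at or under 0.01.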

NLRP12 was gradually increased using DSS but had no significant difference. All the evidence suggested that there was a possible relationship between NLRP12, TNF-α, IL-33 and DSS’s anti-inflammatory mechanism. Inflammation occurs due to the changes from genes, intestinal flora and its metabolites. It is reported that *Erysipelotrichaceae*, *Turicibacter* and others are related to the elevation of TNF levels, IL levels in the Muc2 deficient mice with colitis (Wu et al., 2018). *Erysipelotrichaceae* (Supplementary Table 1) markedly upgraded in model group (LDA > 4.0), accompanied with the increase of TNF-α. On the contrary *Erysipelotrichaceae* (LDA > 4.0) and TNF-α (*p < 0.05*) synchronously markedly downgraded after the cure of DSS. This result further demonstrated that *Erysipelotrichaceae* can be directly related to inflammation and DSS worked as an anti-inflammatory by reducing the enrichment of *Erysipelotrichaceae* and regulating back TNF-α level.

One of the characteristics of MetS is IR, which is an inflammatory disease (Donath and Shoelson, 2011). It is also reported that intestinal flora ferments amino acids to produce acetate, butyrate and formate which belong to short-chain fatty acids salt with the anti-inflammation effect (Davila et al., 2013). For example, *Lachnospiraceae* family can produce butyrate (Costantini et al., 2017). *Akkermansia* is another new and strongly beneficial bacterium except for *Lactobacillus* which is resistant to human obesity and MetS (Brahe et al., 2015). It exists in less quantity in the intestine of an obese human and plays an important role in maintaining intestinal health and integrity. It releases acetate through the degradation of mucin to regulate membrane permeability (Dao et al., 2016). Results demonstrated that all kinds of intestinal flora can play a role in different ways about anti-inflammation. In comparison with the control group, *Lachnospiraceae_NK4A136_group* (Supplementary Table 1) increased in the model group without statistics (LDA < 4.0). *Akkermansia* (Supplementary Table 1) almost absent statistically (LDA > 4.0). Hepatic metabolites-acetate (Supplementary Table 3) increased without statistics (LDA < 4.0). After the treatment of DSS, the relative abundance of *Lachnospiraceae_NK4A136_group* (Supplementary Table 1) slightly downgraded with no statistics. But acetate and formate (Supplementary Table 3) both increased markedly (VIP > 1, *p < 0.05*.0) after the cure of DSS. The reason for the change could be due to the very rapid increase of *Akkermansia* (LDA > 4.0) and there was a strong positive correlation. The efficient ingredient in DSS had the function of anti-inflammation. DSS may contribute to the increase of *Akkermansia* and its metabolite-short-chain fatty acids salt to regulate membrane permeability and anti-inflammation.

### The Mechanism of Reducing the Blood Glucose by Danggui-Shaoyao-San in Metabolic Syndrome Rats

The level of amino acid in the blood can predict the occurrence of diabetes as amino acid is an important material of gluconeogenesis and it leads to the increase of blood glucose (Chen et al., 2016). Fumarate is reported to be a crucial enzyme in TCA cyclic reaction and has a catalytic role in amino acid metabolism (Suzuki et al., 1989; Arts et al., 2016). The higher the amino acid metabolic speed, the lower is the concentration of amino acids in the blood. Compared with the control group, the differential down-regulation of fumarate (Supplementary Table 3) in the model group (VIP > 1, *p < 0.05*) slowed down the speed of amino acid metabolism, which led to the significant up-regulation of glycine and alanine (Supplementary Table 3) in liver and glucose in the blood (VIP > 1, *p < 0.05*). Compared with model group, HME group regulated back the concentration of fumarate (VIP >1, *p < 0.05*). It led to decreasing the content of glycine and alanine, slowing down the gluconeogenesis, and significantly reducing the glucose levels (VIP >1, *p < 0.05*) (Supplementary Table 3). Besides glycine and alanine, there were other branched amino acids (BCAAs) in the blood which were valine, leucine and isoleucine. In this study, BCAAs (Supplementary Table 3) in the different groups were relatively low. Glycine and alanine contributed more to gluconeogenesis in the aspect of both content and changing amplitude and played major roles in the decreasing of glucose level in the blood. Even though we should discuss the relationship between BCAAs and *Prevotella_9* (Supplementary Table 1), the relationship is also important. Other studies indicated that the increase of BCAAs in the blood of mice fed by *Prevotella_9* resulted in IR, glucose intolerance and Type 2 diabetes mellitus (T2DM). The increase of BCAAs in blood has been used as a marker of IR and T2DM (Lynch and Adams, 2014; Pedersen et al., 2016). Other literature has reported that compared with the Normal group, *Prevotella_9* in T2DM model group increases significantly, accompanied by the increase of the metabolite-BCAAs in the blood (Pedersen et al., 2016; Yue et al., 2018). Results obtained demonstrated that increase of BCAAs is positively correlated with *Prevotella_9*. By analyzing the data of this study, we found that compared with the control group, the BCAAs of the model and HME groups were gradually increasing with the increase of relative abundance of *Prevotella_9*. It indicated that the trend of this experiment was consistent with the literature and there was a strong positive correlation between BCAAs and *Prevotella_9*.

Lactate is the product of anaerobic fermentation of glucose under anaerobic conditions. The increase of lactate shows the growth of Glycolysis and gluconeogenesis accompanied by more glucose in the blood. In this study, compared with the control group, the increase of lactate in the blood in the model group indicated that gluconeogenesis generated more glucose. On the contrary, compared with the model group, HME statistically regulated the lactate (Supplementary Table 3) and FBG (Figure 1B) (VIP > 1, *p < 0.05*). There were a lot of changes in the intestinal flora. These changes included *Lactobacillus* and *Turicibacter* (Supplementary Table 1) which produced lactate (Li et al., 2017). Compared with the control group, *Lactobacillus* producing lactate markedly came down (LDA > 4.0) and *Turicibacter* markedly upgraded (LDA > 4.0) in the model group. This suggested that *Turicibacter* may be the key factor to producing lactate. Compared with the model group, there was marked downgrade of lactate (VIP > 1, *p < 0.05*) and a marked downgrade of *Lactobacillus* (LDA > 4.0) after the cure with DSS. *Turicibacter* had a slight upgrade without statistics after the cure with DSS. In this aspect, we concluded that the change of lactate in blood was mainly due to the downgrade of *Lactobacillus*. All the results showed that the change of lactate in blood was not completely induced by *Lactobacillus*, also by other bacteria which can produce lactate, such as *Turicibacter*. In conclusion, the combined action of host differential metabolites and intestinal flora can play a role in regulating the abnormal blood glucose in MetS.

## Conclusion

DSS is a traditional prescription with bolstering blood cycle and alleviating stasis due to blood stasis and deficiency of spleen Qi. This study was the first to report about alleviating the MetS symptoms. In the comparison of the three extractive solvents, it was found that HME or TME had seven different chemical components with higher content than WE. These compounds have been recorded in the aspects of vascellum protection, anti-inflammatory, anti-thrombotic, anti-oxidant effect. In the HE-staining pharmacological section, liver biochemical parameters, 16S rRNA intestinal flora research, it was preliminarily concluded that the effect of 50% methanol extract was more prominent to be used to MetS. By the analysis of relationships in HME group between different liver metabolites, liver transcriptional genome and intestinal flora, we can understand how DSS played a role in reducing blood lipid, anti-inflammatory and hypoglycemic (Figure 6). The results laid a foundation for the further exploration of clinical application and effective mechanism of DSS in MetS in the future. This study can give some guidance on more valid components of traditional Chinese medicine in the aspect of improving gut microbia dysbiosis and hepatic lipid homeostasis in fructose-fed rats.

**FIGURE 6:**
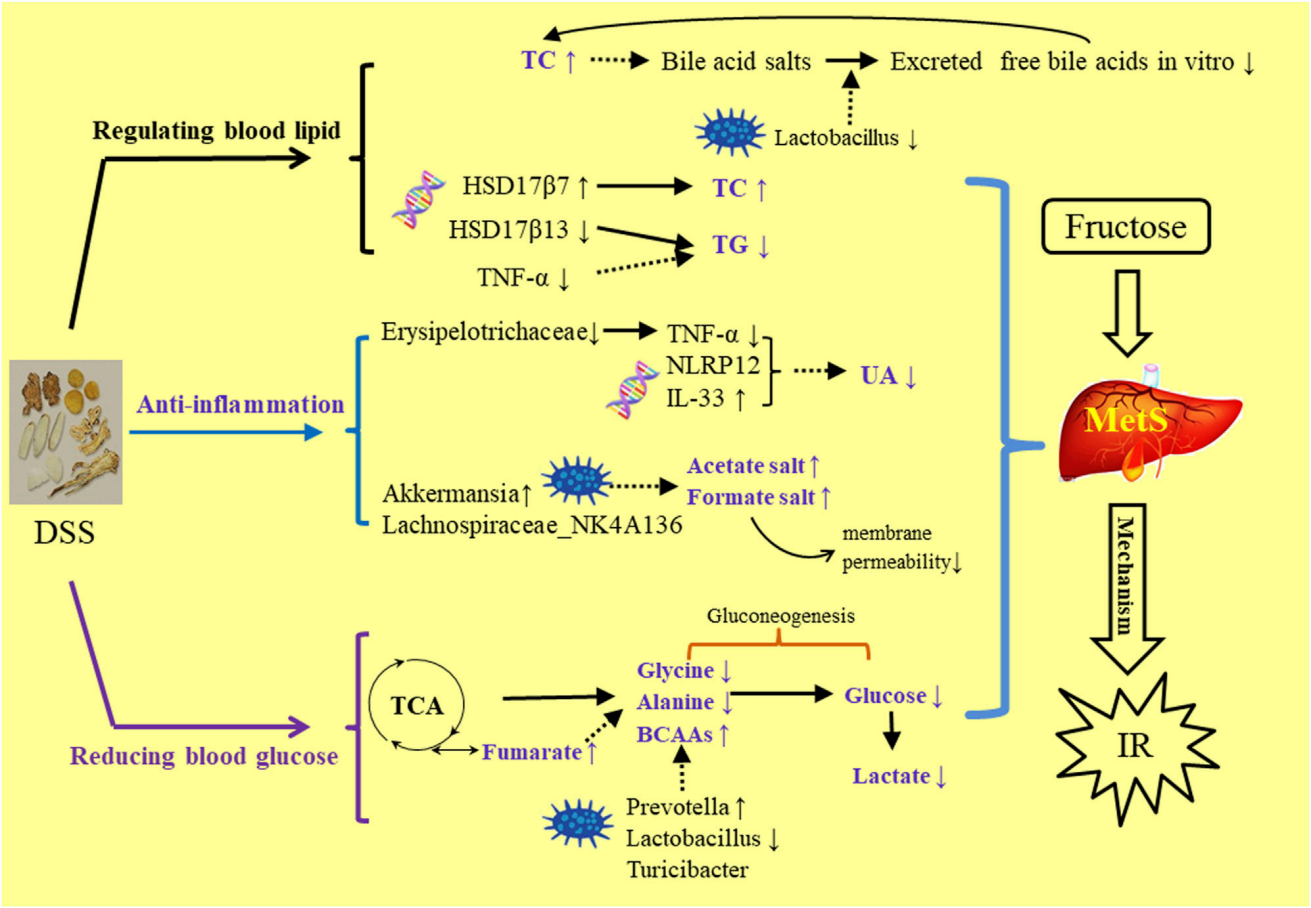
The mechanism study of DSS’s regulating MetS symptoms in three aspects of blood lipid, anti-inflammation, blood gluctose.

## Data Availability

The datasets presented in this study can be found in article, Supplementary Material and online repository: Gene expression omnibus (GEO) from NCBI. The accession number can be found below: GEO, GSE176572.

# Supplementary material for: Danggui-Shaoyao-San Improves Gut Microbia Dysbiosis and Hepatic Lipid Homeostasis in Fructose-Fed Rats
**Source:** Front Pharmacol. 2021 Jul 13;12:671708. doi: 10.3389/fphar.2021.671708
**Supplement:** Supplementary file 1

Supplemental Information

**Danggui-Shaoyao-San Improves Gut Microbia Dysbiosis and Hepatic Lipid Homeostasis in Fructose-Fed Rats**

Jing Yin^1^, Jiaxi Lu^1^, Peng Lei^1^, Mingshuai He^1^, Shengjie Huang^1^, JialinLv^1^, Yan Zhu^1^, Zhidong Liu^1^, MiaomiaoJiang^1, 2,^ *

**Figure S1. The structures of all the identified chemical compounds.**

**
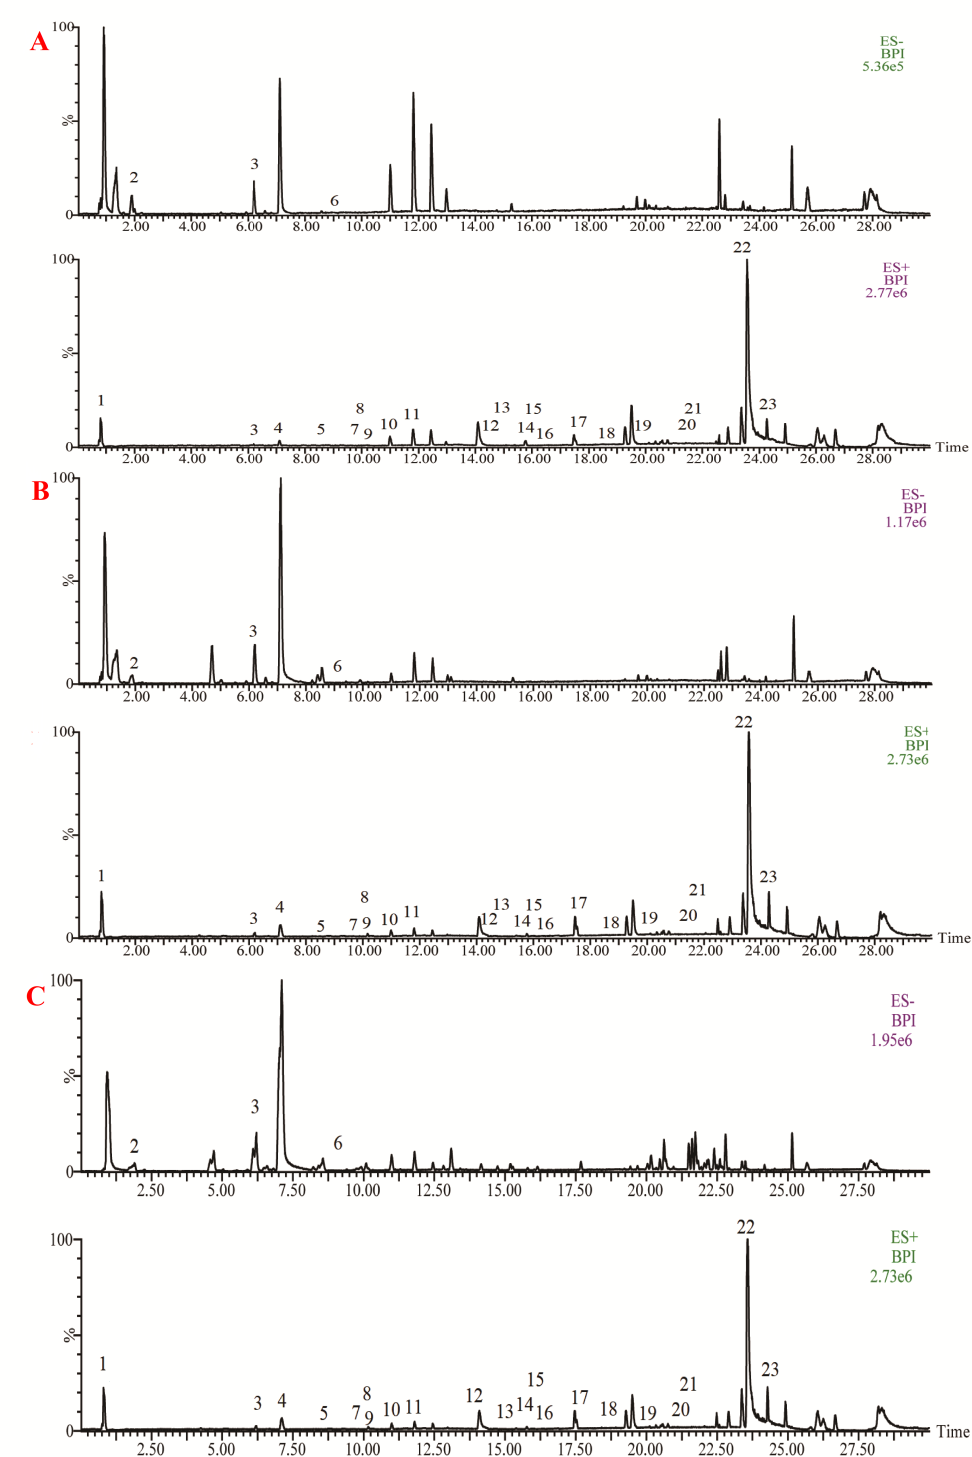
**

**Figure S2. MS fingerprint of three extracts.** (A) WE extract (B) HME extract (C)TME extract. (Retention time of some chemical substances is as the following: 1. Adenosine: 0.927min, 2. Gallic acid: 1.901min, 3. Albiflorin: 6.198min, 4. Paeoniflorin: 7.180min, 5. Galloylpaeoniflorin: 8.552min, 6. Ferulic acid: 9.064min, 7. Senkyunolide I: 9.786min, 8. Mudanpioside I: 10.092min, 9. Lactiflorin: 10.164min, 10. Cyclohexaisoleucine: 10.985min, 11. Cycloheptassic-isoleucine: 11.778min, 12. Senkyunolide A: 14.641min, 13. 3-Butylphthalide: 14.922min, 14. Z-Ligustilide: 15.740min, 15. (E)-Ligustilide: 16.178min, 16. Cnidilide A: 16.377min, 17. [Alisol C-23-acetate](https://www.chemsrc.com/en/cas/26575-93-9_69307.html): 17.682min, 18. Atractylenolide I: 18.763min, 19. Isomaltopaeoniflorin: 20.040min, 20. [Alisol C](https://www.chemsrc.com/en/cas/30489-27-1_1498317.html): 21.484min, 21. Alisol-B-23-acetate: 21.605min, 22. Riligustilide: 23.565min, 23.Tokinolide B: 24.287min)

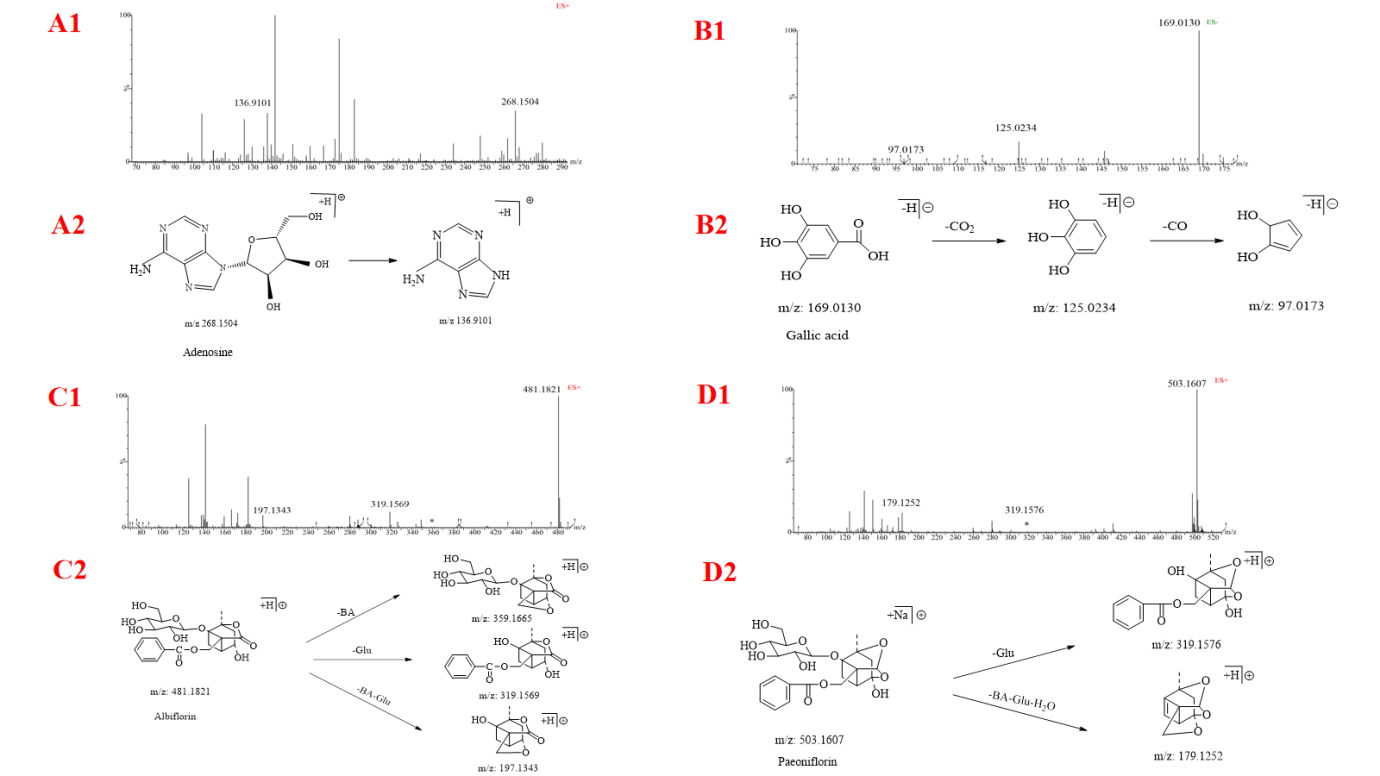

**Figure S3.** MS/MS mass spectra（1） and Mass spectrometric cleavage pathway （2）of each compounds**. (**A**)** Adenosine (B) Gallic acid (C) Albiflorin (D) Paeoniflorin.

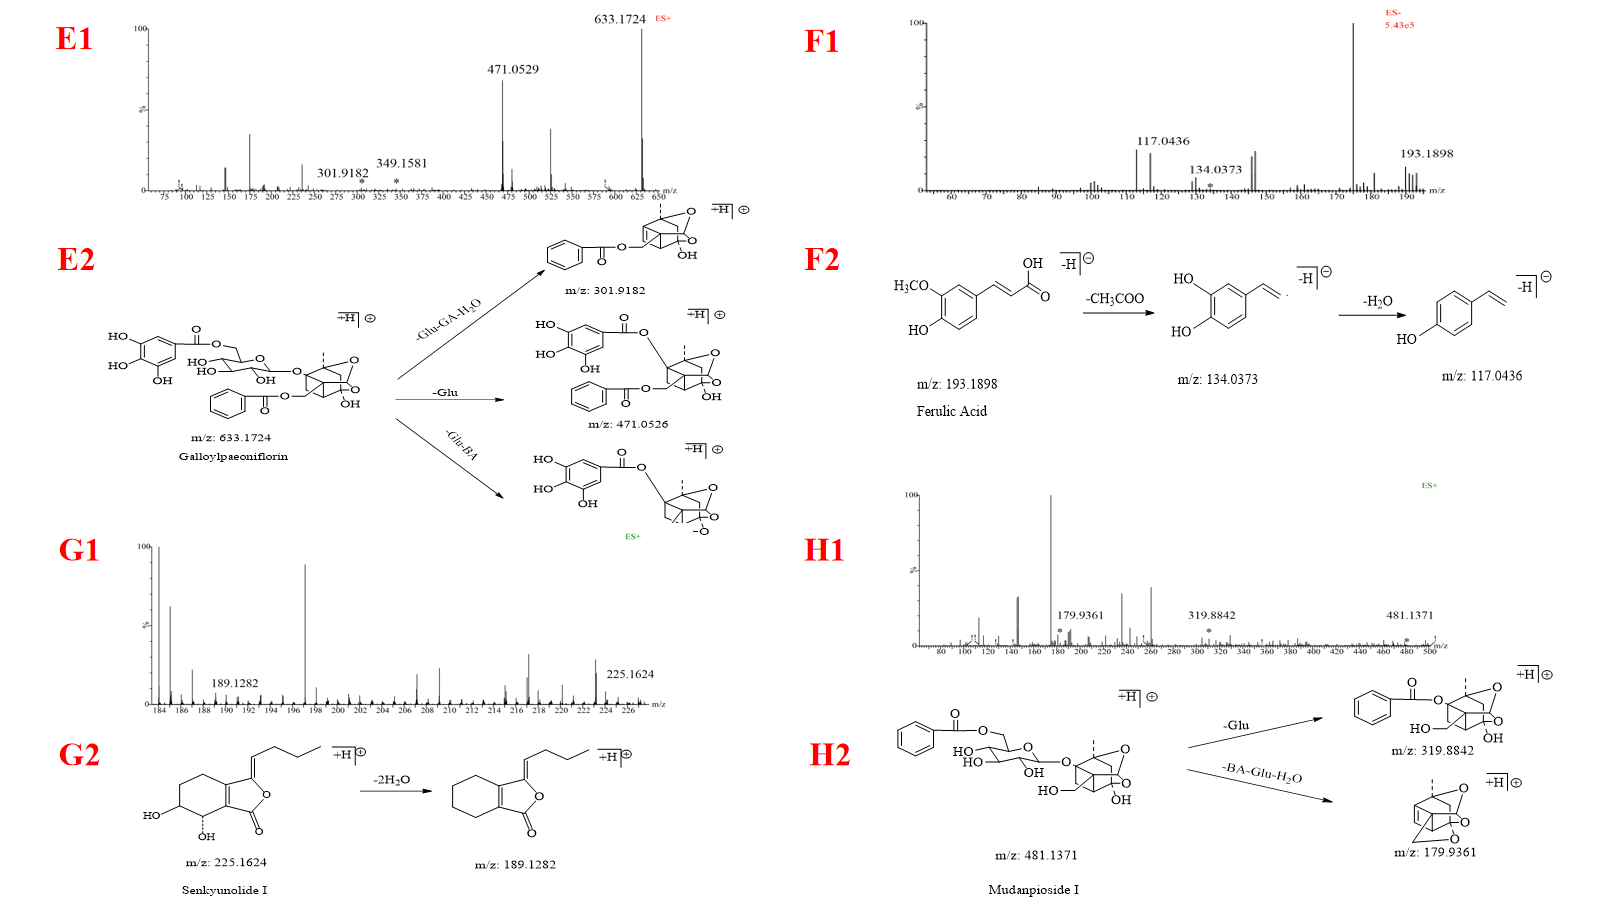

**Figure S4.** MS/MS mass spectra（1） and Mass spectrometric cleavage pathway （2）of each compounds. (E) Galloylpaeoniflorin (F) Ferulic acid (G) Senkyunolide I (H) Mudanpioside I

**
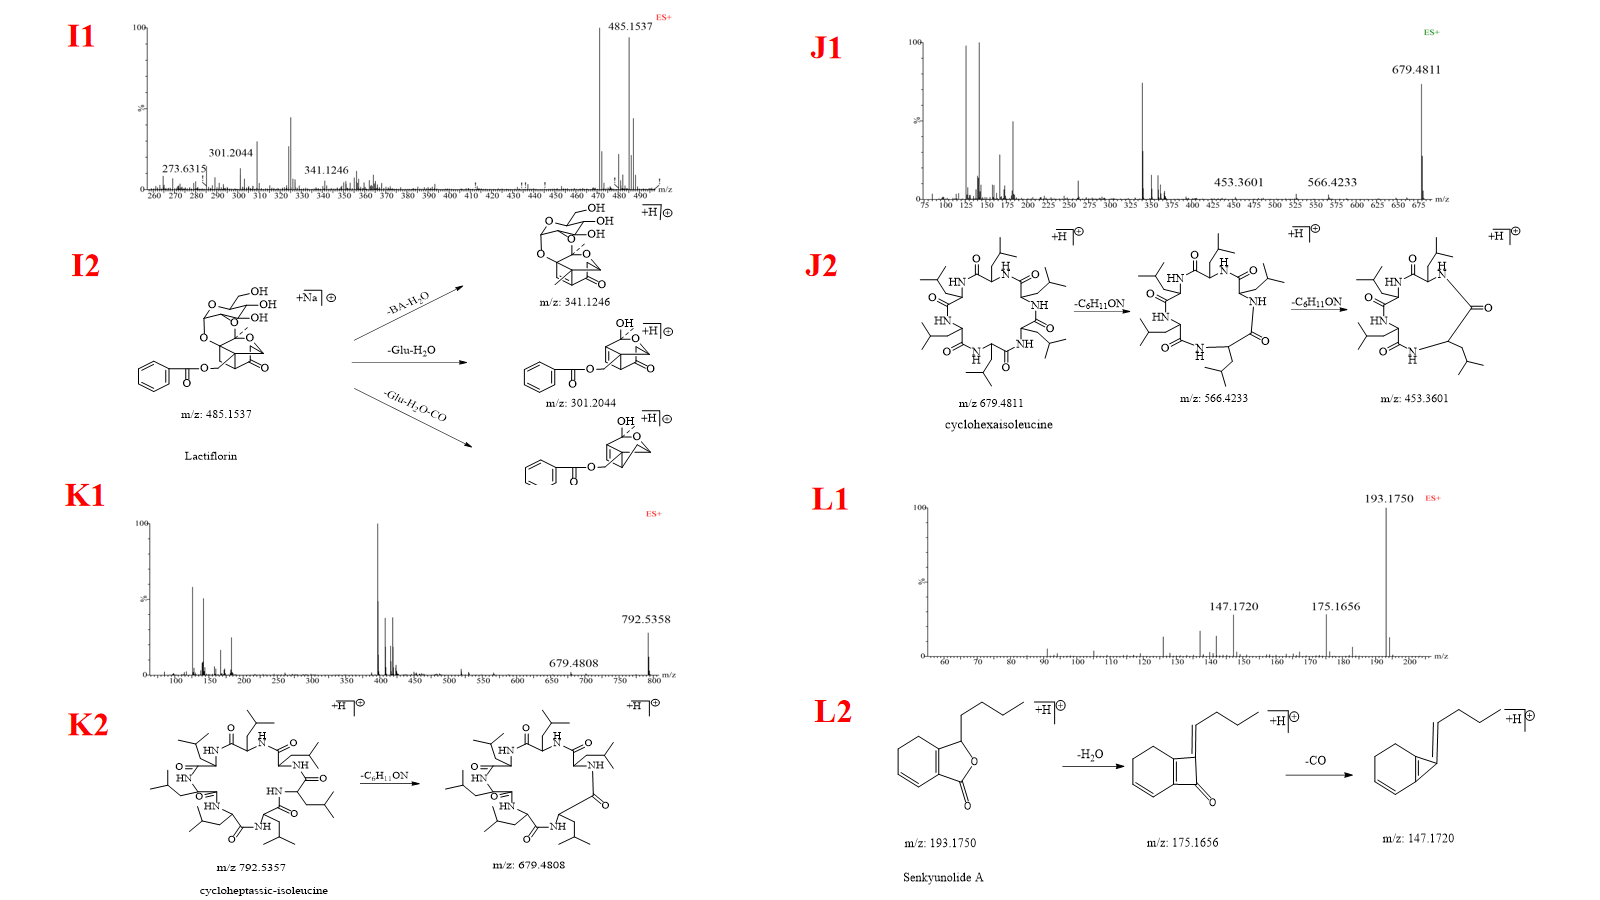
**

**Figure S5.** MS/MS mass spectra（1） and Mass spectrometric cleavage pathway （2）of each compounds. (I)Lactiflorin (J)Cyclohexaisoleucine (K)Cycloheptassic-isoleucine (L) Senkyunolide A

**
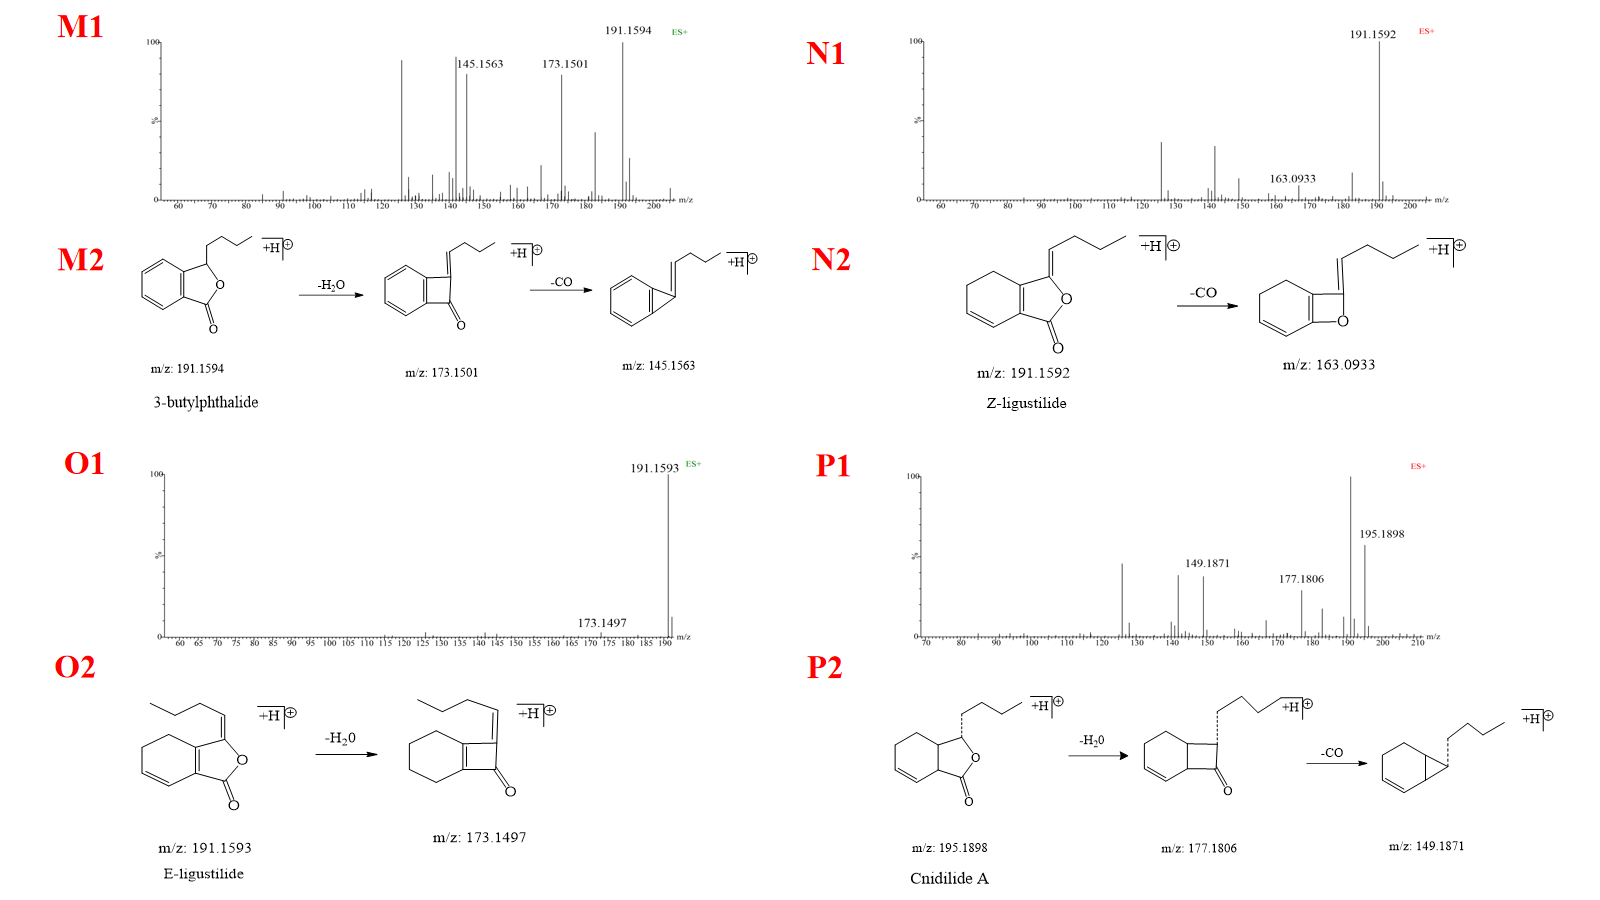
**

**Figure S6.** MS/MS mass spectra（1） and Mass spectrometric cleavage pathway （2）of each compounds. (M)3-Butylphthalide (N) Z-Ligustilide (O) (E)-Ligustilide (P)Cnidilide A

**
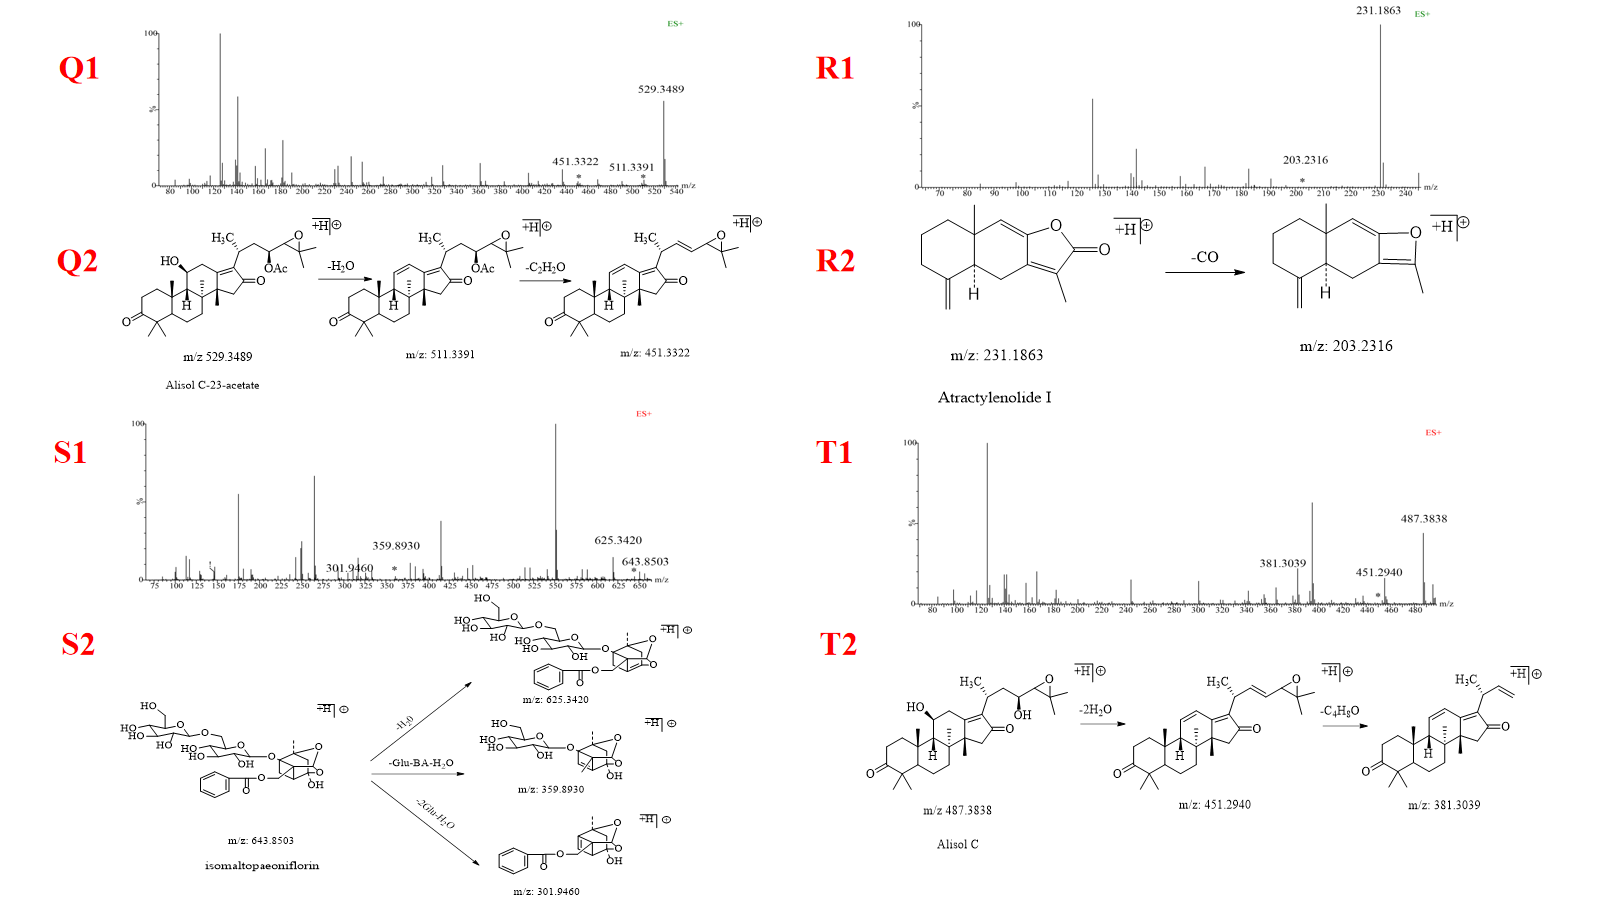
**

**Figure S7.** MS/MS mass spectra（1） and Mass spectrometric cleavage pathway （2）of each compounds. (Q)[Alisol C-23-acetate](https://www.chemsrc.com/en/cas/26575-93-9_69307.html" \t "https://www.chemsrc.com/cas/_blank) (R)Atractylenolide I (S)Isomaltopaeoniflorin (T)[Alisol C](https://www.chemsrc.com/en/cas/30489-27-1_1498317.html" \t "https://www.chemsrc.com/cas/_blank)

**
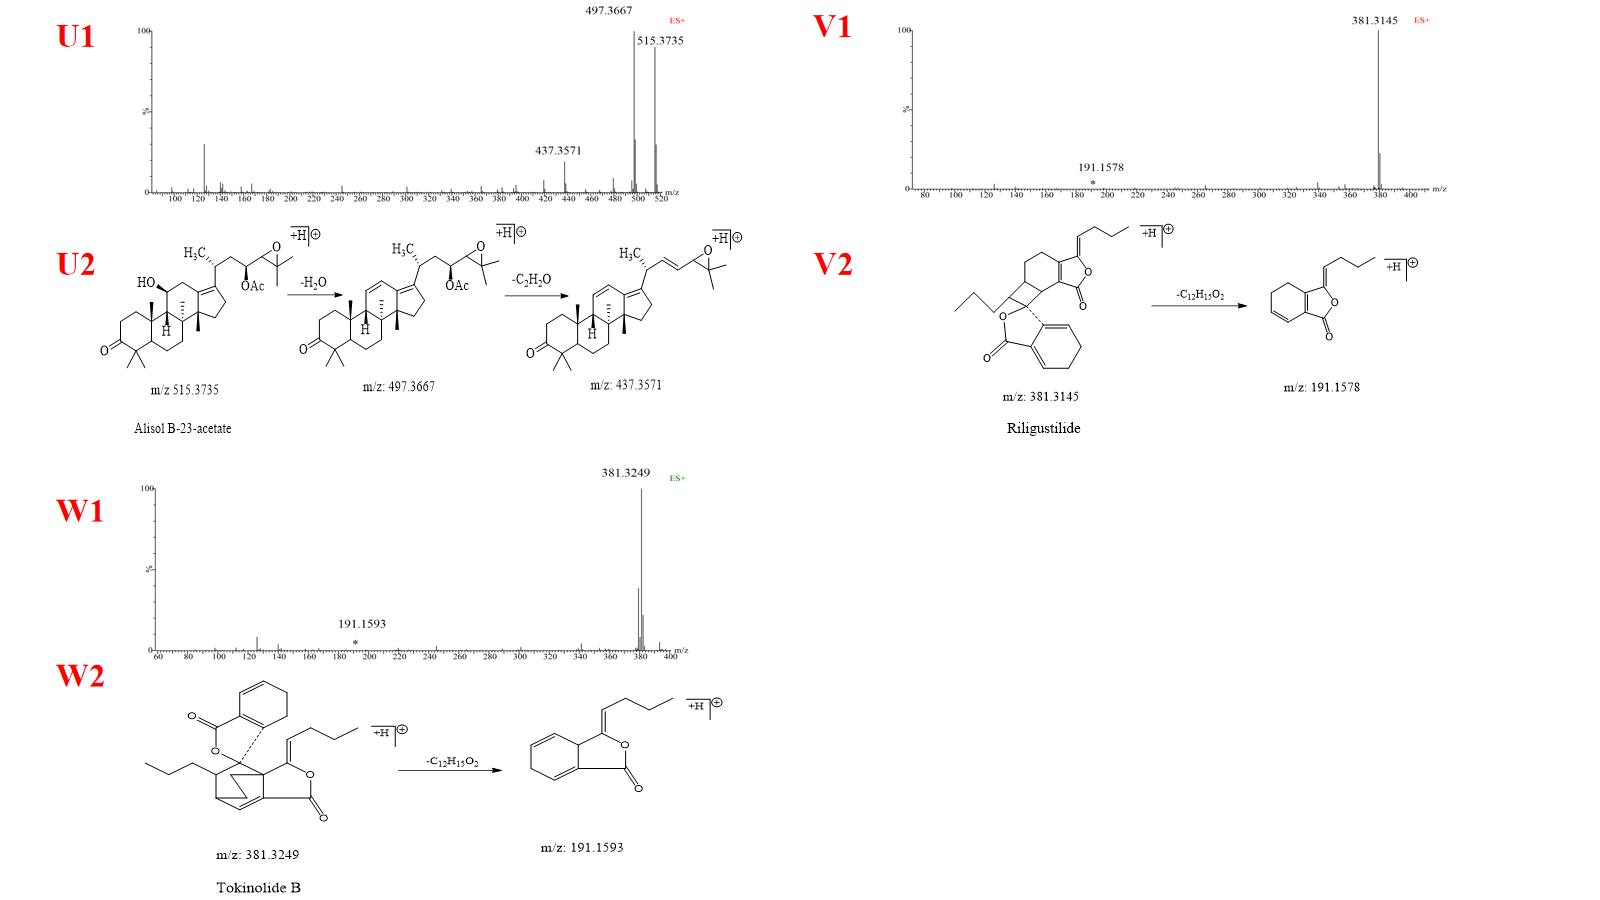
**

**Figure S8.** MS/MS mass spectra（1） and Mass spectrometric cleavage pathway （2）of each compounds. (U)Alisol-B-23-acetate (V) Riligustilide (W)Tokinolide B

**
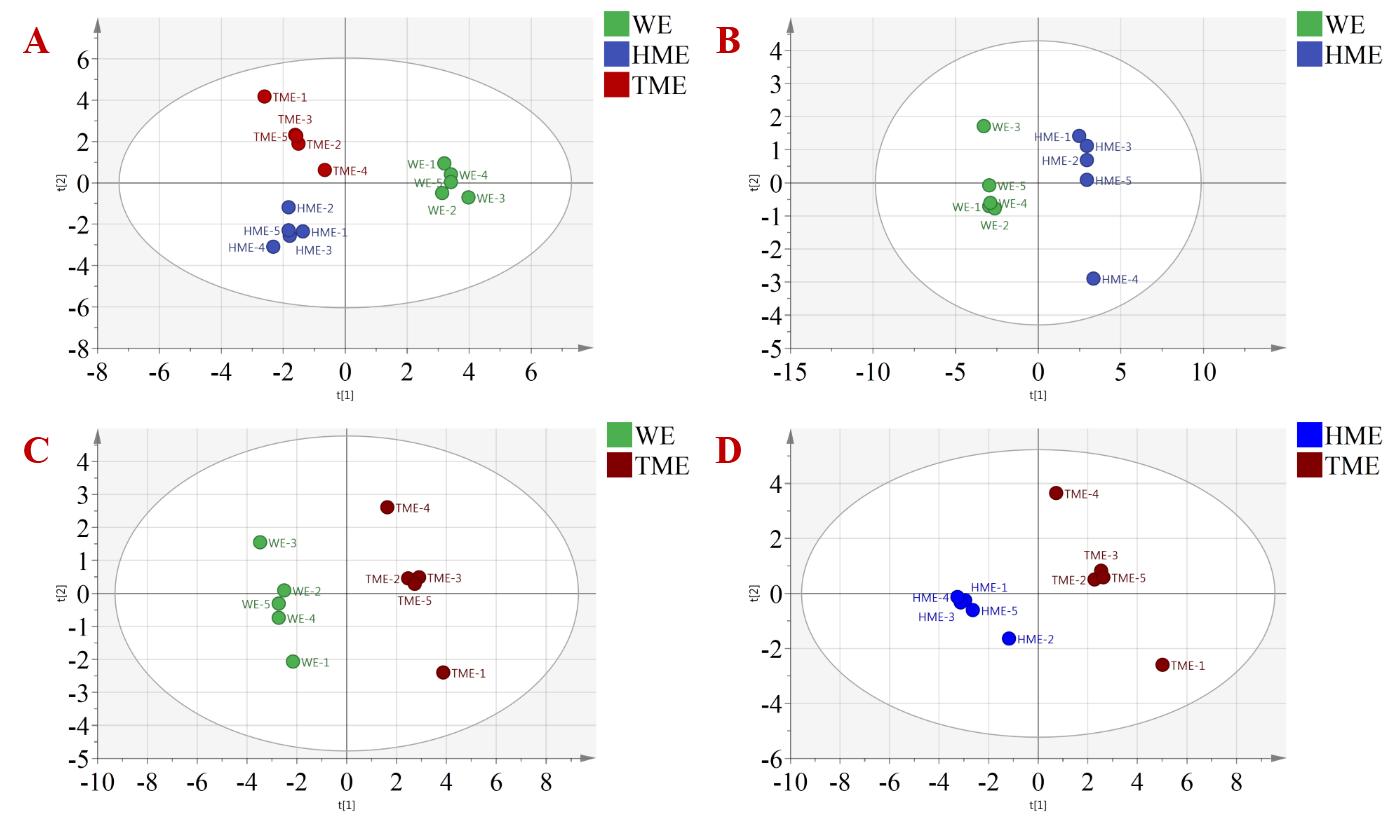
**

**Figure S9. PLS-DA analysis of relative concentration of chemical compounds between different extracts.** (A) PLS-DA analysis among three groups. (B) PLS-DA analysis between WE and HME group. (C) PLS-DA analysis between WE and TME group. (D) PLS-DA analysis between HME and TME group.

**Figure S10. Histogram of relative concentration about common differential chemical substances between WE group and HME/TME group** (**p* < 0.05, ***p* < 0.01, ****p* < 0.001).

**Table S1 Gut microbiota changes related to DSS’s mechanism（Mean±SD）**

| Genus | control | model | HME |
| --- | --- | --- | --- |
| Akkermansia | 0.0084±0.01801 | 0.0023±0.00166 | 0.206±0.17102 |
| Lachnospiraceae_  NK4A136_group | 0.0291±0.00947 | 0.0328±0.05107 | 0.0183±0.01182 |
| Lactobacillus | 0.5772±0.0599 | 0.3388±0.06063 | 0.2023±0.05163 |
| Prevotella_9 | 0.0052±0.00152 | 0.015±0.02084 | 0.0432±0.06747 |
| Turicibacter | 0.0001±0.00005 | 0.0489±0.03639 | 0.1052±0.1038 |
| uncultured_bacterium_f_  Erysipelotrichaceae | 0.0004±0.00024 | 0.0209±0.0265 | 0.0018±0.00206 |

**Table S2 Transcriptomic changes in liver related to DSS’s mechanism**

| Gene ID | Base Mean | Absolute FC≥0.5 | *p＜0.05* | *Q ≤0.01* | Diff | comparision |
| --- | --- | --- | --- | --- | --- | --- |
| ENSRNOG00000002826  (HSD17β7) | 654.9 | -0.91 | 5.3E-10 | 8.2E-08 | Down | control VS model |
|  | 599.0 | 0.69 | 0.00094 | 0.039 | Up | model VS HME |
| ENSRNOG00000002212  (HSD17β13) | 4970.5 | 0.61 | 0.00033 | 0.0085 | Up | control VS model |
|  | 5017.1 | -0.59 | 0.00037 | 0.02 | Down | model VS HME |
| ENSRNOG00000010165  (TNF-α) | 1025.0 | 0.69 | 6.2E-05 | 0.0022 | Up | control VS model |
|  | 1036.9 | -0.67 | 8.3E-06 | 0.00081 | Down | model VS HME |
| ENSRNOG00000060745  (NLRP12) | 927.2 | 0.54 | 0.00075 | 0.016 | Up | control VS model |
|  | 1260.7 | 0.34 | 0.051 | 0.46 | noDEG | model VS HME |
| ENSRNOG00000016456 (IL-33) | 1489.3 | -1.48 | 2.3E-31 | 3.2E-28 | Down | control VS model |
|  | 1017.5 | 0.67 | 0.00013 | 0.0081 | Up | model VS HME |

**Table S3 Hepatic metabolites changes related to DSS’s mechanism（Mean±SD）**

| Metabolites | control | model | HME |
| --- | --- | --- | --- |
| Isoleucine* | 4.23±1.24 | 4.73±1.75 | 6.64±2 |
| Leucine* | 6.81±2.24 | 7.9±3.01 | 12.49±4.54 |
| Valine* | 1.77±0.59 | 1.8±0.53 | 2.58±0.92 |
| lactate | 66.94±20.16 | 85.37±27.32 | 48.98±16.19 |
| alanine | 25.36±10.75 | 39.87±15.3 | 29.66±13.06 |
| acetate | 1.93±0.49 | 2.11±0.72 | 3.04±1.08 |
| glycine | 70.23±23.75 | 101.87±37.75 | 86.13±25.35 |
| gluctose | 44.32±16.03 | 76±26.45 | 48.31±13.48 |
| fumarate | 0.05±0.04 | 0±0.01 | 0.04±0.03 |
| formate | 0.26±0.12 | 0.13±0.14 | 0.21±0.12 |

*note: branched amino acids (BCAAs) are composed of valine, leucine and isoleucine.

How the deposited data were processed for this re-analysis (not part of the article)

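Liver RNA of 9 Wistar rats was sequenced, 3 each from the control, model and HME groups. The model and HME groups received 15% fructose in the drinking water for 8 weeks, and the HME group also received the 50% methanol extract of DSS at 1.8 g/kg. The sample labels call the treated group DSS, and the paper states that only the HME extract was taken to transcriptomics, so these rats were read as the HME group. The labels name the mouse as the organism and the Wistar rat as the strain, and the gene identifiers are those of the rat, so the samples were read as rat.

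The authors aligned the reads with HISAT2 2.0.5 and counted them on exons with HTSeq 0.6.1 without regard to strand, and they deposited these counts per gene, as whole numbers, without normalization. The genome build is not named in the paper's text. Genes that overlap on opposite strands, and near-identical copies such as the metallothionein genes, can therefore share reads. A second table of transcripts assembled by the authors was not used, since the unit of its values is not stated and each transcript has a value in 1 sample only. The paper names DEGseq and DESeq for its comparisons. No genome or annotation of the rat was used here, and gene symbols were taken from the count table, which gave one for each of the 19686 genes.

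Each comparison was fitted with edgeR 4.0.16 (R 4.3.3) on the 6 libraries of its 2 groups, with filterByExpr at its defaults, TMM normalization (factors over the 9 libraries from 0.871 to 1.14), glmQLFit with robust estimation and the two-sided glmQLFTest. A gene was called at an absolute log2 fold change of at least 0.5 and a Benjamini-Hochberg FDR of at most 0.01. The comparison of the HME and control groups, for which the paper's text gives no numbers of changed transcripts, was fitted in the same way. CPM are edgeR's cpm values, scaled to the TMM-normalized library sizes over all 9 libraries. A fold change is on the log2 scale of the fitted means. Gene lists were tested with camera of limma 3.58.1, with fry and with an estimated correlation as alternatives. Of the symbols on the lists, Mlxipl, Cd36, Bbc3, Cyp2b1, Cyp3a2, Ugt2b1 and Ugt1a6 were not matched in the count table. The marker lists of other cell types are red blood cells, leukocytes and Kupffer cells, endothelial cells, stellate cells, bile duct cells, proliferating cells, pancreas, intestine and Y-linked genes.

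The genes named in the text are the 5 genes of Supplementary Table 2, Khk and the HSD17B family where they passed the filter, members of a gene list called in either comparison of the paper, and the 5 largest rises and 5 largest falls among called genes without overlap between groups and with a mean count of at least 50. Arntl, Cyp7a1, Dbp, Fasn, Npas2 and Nr1d1 were added after their values were seen. Cpt1a, Acly, Acaca, Srebf1, Cry1 and Angptl4 are also named in the text and lie outside the naming rule. Some single genes are not reported here. The designs, thresholds, gene lists, marker lists and naming rule were set before the data were examined. In the parts on flagged results and other observations, the tests of possible explanations were chosen only after the values were seen. Some of them reuse these planned fits and lists.

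Total counts per library ranged from 14345819 to 26837227. The spread between rats, not the counting error, set the precision of most genes. The tests were tried on simulated data with the means, library sizes and dispersions of these libraries. At a log2 fold change of 1, edgeR recovered 13 of 198 changed genes (6.57%) with 0 false calls, and DESeq2 recovered 75 (37.9%) with 13 false calls. At 2, edgeR recovered 157 of 193 (81.4%) with 2 false calls and DESeq2 168 (87.1%) with 17. At 3 they recovered 182 and 186 of 197 (92.4% and 94.4%) with 4 and 19 false calls. Among 50 lists with no change, camera gave 4 with an unadjusted p under 0.05 and fry gave 2.

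The alternatives were DESeq2's size factors, library size alone, no filter on low counts, at least 10 counts in every library, DESeq2 1.42.0 with and without shrinkage of fold changes (betaPrior), all 9 libraries in one fit, the replicate number as a block, counts thinned to the smallest library, an FDR of 0.05, no minimum fold change, and each rat left out in turn. DESeq2 with a local dispersion trend and no filter, and the removal of each library's trend in transcript length and GC content, were added after the values were seen. For the latter, rat genes were matched by symbol to the longest protein-coding mouse transcript of GENCODE M21, which covered 10897 of 12502 genes (87.2%), and a loess curve was fitted per library. Overlap between the comparisons was set beside simulated counts in which the HME group had the means of the model group. The KEGG enrichment of the paper was not repeated, since its gene sets were not analysed here.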

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

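The tests in this part were chosen only after the result was seen.

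The paper's text gives numbers of changed transcripts for the model group against control and the HME group against model, and the comparison of the HME group with the control group gave more differential genes than either. By edgeR, 187 of 12633 genes passed both thresholds, 83 higher and 104 lower in the HME group, against 10 and 17 genes in the other comparisons. Both of those use the model group, where the biological coefficient of variation was 27.6%, against 17.6% in the control group and 19% in the HME group. A wider spread lowers the number of genes that pass, so these numbers do not measure the size of the differences alone. At an FDR of 0.05 there were 804 genes, and 3074 had an unadjusted p under 0.05. The groups did not overlap in 3807 genes (30.1%), where chance gives 10%. Thinning all libraries to equal totals gave 207 genes, dropping the 10 most abundant genes and scaling by the rest 215 (61 higher and 154 lower), and removal of each library's trend in transcript length and GC content 218, so these argue against depth, a few abundant genes or a length bias as the whole source. Leaving out 1 rat gave 86 to 132 genes, with 86 without HME replicate 1. Of the 10 splits of the 6 rats, 1, the real one, gave as many genes, and the other 9 gave 0 each, although 3 rats against 3 can never give a share under 1 in 10. For single genes the model group, which received fructose without HME, parts the steps. Gk rose by 2.35 in the model group against control and by 0.16 in the HME group against model, whereas the values of Tkfc were -0.15 and -2.39, so neither fructose alone nor HME alone accounts for every gene. These steps also hold any other difference between the groups, such as the time of killing, which the paper's text does not state. What HME does without fructose stays open, since no group received it alone.

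The genes of fatty acid synthesis were lower in the HME group than in the control group. The median log2 fold change of the 14 genes was -1.97 (13 of 14 lower, FDR 3.1e-11 from limma's camera), and the mean of the list was lower in 3 of 3 HME rats than in every control rat. Scd, Acly, Acaca, Fasn and Srebf1 passed both thresholds in this comparison, with a log2 fold change of -6.51 for Scd. Several explanations for the fall between the HME and model groups, whose median was -1.56, are argued against by the tables. After thinning it was -1.552, and without the 10 most abundant genes, with libraries scaled by the rest, -1.611. With the trend in transcript length and GC content taken from the fold changes of the 13 matched genes, it went from -1.09 to -1.195. A lower share of hepatocytes would lower other genes of these cells, but 0 of 34 genes of the urea cycle, gluconeogenesis and acute phase lists fell as far as the list median, and 18 of them rose. If 1 HME and 1 model library had been exchanged, 1 HME rat would lie among the model rats, but 3 of 3 HME rats had a list mean under every model rat. The return of a rise caused by fructose is excluded as the whole source, since the list was already lower in the model group (-0.54) and the HME group lay under control (-1.966). A longer or deeper fast would raise fatty acid oxidation and PPAR alpha targets. Their median was -0.1671 in the HME group against model, with 21 of 25 genes lower, but this fall did not pass with fry (FDR 0.642). Single genes went both ways, with Cpt1a at 1.30 (FDR 0.0273 from edgeR) and Angptl4 at -2.05 (FDR 0.0496). Against the control group the list was higher (0.22, 17 of 25 genes). A fast and an effect of HME on this pathway therefore cannot be told apart by these lists, and both stay open. The paper's methods give a single length of fasting for the rats before sacrifice and name no difference between the groups. Food intake was not analysed here. With a correlation estimated from the data, no list passed in the paper's comparisons, and the comparison with the control group was tested with the preset correlation only.

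Hsd17b2, a member of the HSD17B family that the paper does not discuss, was higher in the HME group than in the control group. For Hsd17b2, HME against control, the log2 fold change was 2.63 (standard error 0.172, FDR 0.000157 from edgeR), with all 3 HME rats above all 3 control rats. It passed both thresholds in all 6 fits that each left out 1 rat, with log2 fold changes between 2.44 and 2.76, and over the alternatives the FDR ranged from 5.13e-61 (DESeq2 with a local dispersion trend, chosen after seeing the values) to 0.0124 (all 9 libraries in one fit). After thinning, the log2 fold change was 2.627, which argues against depth. Reads shifted from another member of the family would lower that member, but the largest fall among the others was -35.75 CPM, in Hsd17b6, beside a gain of 509.7 CPM in Hsd17b2. The model group lay between the others and held the widest spread, with model replicate 2 the highest, and neither step passed both thresholds by edgeR, at 1.25 for the model group against control, where the rats overlapped, and 1.38 for the HME group against model, where all 3 HME rats were higher. How much of the rise belongs to fructose, to HME or to another difference between the groups stays open. The time of killing, which the paper's text does not state, was not tested for this gene.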

How the results depend on the processing

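Of the alternatives, DESeq2 with a local dispersion trend and no filter and the removal of the trend in transcript length and GC content were chosen only after the result was seen.

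The numbers of differential genes were 10 in the model group against control, 17 in the HME group against model and 187 in the HME group against control. They stayed within 1.5 times of these under DESeq2's size factors, at least 10 counts in every library, thinning to the smallest library, no minimum fold change and removal of the transcript trend, at 9 to 14, 15 to 19 and 180 to 218 genes. After removal of the trend, 8 of 10, 12 of 13 and 160 of 168 called genes with a matched transcript were called again. With library size alone, which moves the median of all genes by -0.145 and -0.144 in the comparisons with the control group, there were 8, 11 and 238 genes, the last split into 57 higher and 181 lower instead of 83 and 104. Without a filter there were 71, 38 and 489 genes. DESeq2 gave 256, 147 and 769, and with betaPrior 250, 142 and 745. All 9 libraries in one fit gave 25, 20 and 113. With a local dispersion trend and no filter, DESeq2 gave 448, 213 and 1024. The cause was not tested for any of these. The looser FDR of 0.05 gave 75, 57 and 804 by edgeR, and 718, 320 and 1419 by DESeq2 with the local trend.

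With fewer rats, the fits that each left out 1 rat gave 0 to 10 genes in the model group against control (lowest without control replicate 1), 2 to 12 in the HME group against model (lowest without HME replicate 1) and 86 to 132 in the HME group against control (lowest without HME replicate 1). The genes of Supplementary Table 2 passed both thresholds 1 time in 10 tests, and 0 or 1 time with 1 rat left out. The named genes gave 23 calls over the paper's comparisons, and 5 (without model replicate 3) to 16 (without model replicate 2) with 1 rat left out.

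No gene was differential in opposite directions in both comparisons of the paper. Under the alternatives there were 3 without a filter, 32 with DESeq2, 31 with betaPrior, 1 after thinning and 5 at an FDR of 0.05. DESeq2 with the local trend gave 51, and 87 at an FDR of 0.05. Judged against a single left-out model rat, with no test, 1 gene moved back by at least 0.5 on the log2 scale for model replicate 1 and 3 genes for model replicate 2. The share that moved back was 70% and ranged from 50% to 80% over the alternatives that called a gene. For Supplementary Table 2, there were 2 calls without a filter, 2 with DESeq2, 2 with betaPrior and 2 at an FDR of 0.05. DESeq2 with the local trend gave 6, and 9 at an FDR of 0.05, where the named genes gave 37. The cause was not tested.

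Of 24 tests of gene lists, 14 passed an FDR of 0.05 with camera, 7 with fry and 0 with an estimated correlation, where 5 had an unadjusted p under 0.05 and the lowest FDR was 0.175. The change of sign of values near 0 was as follows. With library size alone, the log2 fold change against control was -0.13 for Hsd17b13 and -0.12 for Tnfaip2 in the HME group, which the shift of all genes covers. The median of the p53 list in the HME group against model was 0.05, -0.02995 without a filter and -0.0144 without the transcript trend. With 1 rat left out, Hsd17b13 ranged from -0.085 to 0.13 and Tnfaip2 from -0.11 to 0.18 in the HME group against control. The list medians in the model group ranged from -0.0476 to 0.11 for glycolysis, -0.015 to 0.16 for fructose metabolism and -0.15 to 0.13 for drug metabolism, and in the HME group against model from -0.15 to 0.0771 for p53 targets and -0.0116 to 0.16 for the acute phase. Over 1017 values of single genes under the alternatives, 808 kept their direction and side of the thresholds, 137 were weaker, 62 stronger and 10 reversed. For lists, 243 of 288 kept them, 31 were weaker, 2 stronger and 12 reversed.

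The groups share replicate numbers, but the numbers do not pair the rats: the deviations of same-numbered rats from their group means correlated between -0.232 and -0.0206 across genes. With the replicate number as a block, 0 genes were called in the model group against control, with 1166 at an unadjusted p under 0.05, 7 in the HME group against model and 104 in the HME group against control. The genes of Supplementary Table 2 then gave 0 calls and the named genes 6, and the 24 list tests kept their side of the threshold.

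Depth limits the genes at low counts. Fold changes of Pnpla5, with 0 to 1 count in the HME rats, depend on the prior count of the fit and are not given.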

Differences from the paper's values

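Besides the alternatives set before the data were examined, DESeq2 with a local dispersion trend and no filter was run after the paper's values had been seen, and its values are marked as such.

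For the model group against control, the paper reports 422 up-regulated and 377 down-regulated transcripts, and edgeR gave 5 and 5 genes at the same thresholds. For the HME group against model, the paper reports 132 and 218, and edgeR gave 7 and 10. None of the alternatives set before the data were examined closed these gaps. The nearest was DESeq2, with 128 and 128 genes in the first comparison and 41 and 106 in the second. DESeq2 with a local dispersion trend and no filter, chosen after seeing the values, gave 245 and 203 and then 73 and 140 at an FDR of 0.01, and at an FDR of 0.05 it gave 375 and 343 and then 116 and 204, which are within 1.5 times of the paper's numbers. The paper's numbers of up-regulated, down-regulated and same transcripts for the model group sum to 19666, 20 short of the 19686 genes in the count table, and those for the HME group sum to 19686.

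The base means and log2 fold changes of the 5 genes in Supplementary Table 2 were close to the paper's values, though not all equal to them, whereas the adjusted p values differed. For the model group against control, the paper's Q values against the FDR of edgeR are 8.2e-08 and 0.0345 for Hsd17b7, 0.0085 and 0.182 for Hsd17b13, 0.0022 and 0.132 for Tnfaip2, which the paper lists as TNF-α, 0.016 and 0.209 for Nlrp12, and 3.2e-28 and 0.00417 for Il33. Over the alternatives set before the data were examined, the lowest and highest FDR were 4.91e-05 and 0.16 for Hsd17b7, 0.0506 and 0.477 for Hsd17b13, 0.0301 and 0.404 for Tnfaip2, 0.0947 and 0.491 for Nlrp12 and 2.32e-18 and 0.0706 for Il33, so none of them closed a gap in this comparison.

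For the HME group against model, the paper's Q values against the FDR of edgeR are 0.039 and 0.416 for Hsd17b7, 0.02 and 0.373 for Hsd17b13, 0.00081 and 0.157 for Tnfaip2, 0.46 and 0.722 for Nlrp12, and 0.0081 and 0.291 for Il33. The lowest and highest FDR over the same alternatives were 0.183 and 0.709 for Hsd17b7, 0.102 and 0.849 for Hsd17b13, 0.0185 and 0.605 for Tnfaip2, 0.545 and 0.999 for Nlrp12 and 0.0795 and 0.777 for Il33. For Nlrp12 the gap closed with all 9 libraries in one fit, after thinning and without model replicate 2. No alternative closed the other 4.

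With DESeq2 with a local dispersion trend and no filter, chosen after seeing the values, the adjusted p values for the model group were 1.1e-07 for Hsd17b7, 0.00939 for Hsd17b13, 0.00243 for Tnfaip2, 0.0177 for Nlrp12 and 7.71e-28 for Il33, and those for the HME group were 0.0391, 0.02, 0.000827, 0.468 and 0.00825. Each lies within 1.5 times of the paper's value except that of Il33 in the model group.

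At the thresholds of the paper, Hsd17b7 in the model group passed without a filter on low counts (FDR 0.00841), with DESeq2 (5e-05), with betaPrior (4.91e-05) and with the local dispersion trend chosen after seeing the values (1.1e-07). With edgeR and filterByExpr its FDR was 0.0345, and over all alternatives it ranged from 1.1e-07 to 0.16. The paper's text states that HSD17β7 in the HME group and NLRP12 in the model group met its Q threshold, whereas its own supplementary table lists 0.039 and 0.016. The paper states that DSS could regulate back abnormalities of lipids, with carbohydrates and amino acids, at a broad level of KEGG pathways. These KEGG classes were not analysed here, and the hand-written lists cover only part of them. The list of fatty acid synthesis had a median log2 fold change of -0.54 in the model group and fell further in the HME group, by 1.56 against the model group. The other lipid lists changed sign: cholesterol synthesis had medians of -0.69 and 0.31 (17 of 20 genes higher in the HME group), and fatty acid oxidation and PPAR alpha targets had medians of 0.51 and -0.17 (21 of 25 lower). Neither of these changes in the HME group passed with fry, and that of fatty acid oxidation had an FDR of 0.171 without the transcript trend. Both comparisons share the model libraries, which alone push fold changes apart, and no simulated value was computed for lists.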

Other observations

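The tests in this part were chosen only after the result was seen.

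In the comparisons of the paper, 1 of the 10 splits of the 6 rats, the real one, gave as many differential genes, for the model group against control and again for the HME group against model, and the other 9 gave 0 each. The same held for the number of gene lists past an FDR of 0.05, at 6, 8 and 7 lists in the 3 comparisons, where 1 of 10 splits gave as many each time and the other splits gave up to 4, 5 and 4. With 3 rats against 3, the share is never under 1 in 10, so the splits alone do not exclude chance.

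When the 9 rats were regrouped 40 times, the real grouping included, 40 of 40 groupings had at least as many genes that were differential in opposite directions in both comparisons, since the real number was 0, so this test could not come out otherwise. Only 3 of the 40 groupings called any gene of which a share could be taken, and 2 of these 3, the real one included, had at least as large a share moving back, so chance and the groups cannot be told apart for this share. The shared model libraries alone gave a median share of 67.97% in simulated counts, and 70% was observed. The share therefore does not tell an effect of HME on the called genes from none, and it does not speak for single genes among them. By DESeq2, 32 genes went in opposite directions, above the largest simulated number of 5, so the shared libraries do not account for all of them. The same simulated counts gave 0 to 9 DESeq2 calls in the HME group against model, where 147 were observed. Any effect of HME could therefore lift the number, and the excess alone does not show a return towards control. The 7 genes in the same direction also exceeded the largest simulated number of 1, so the excess lies in both directions and is larger in opposite directions. Over all 251 genes judged, the share moving back by DESeq2 was 69.32%, beside a simulated median of 69.65%. The simulated counts gave a median of 244.5 calls by edgeR in the model group against control where 10 were observed. By DESeq2 the median was 604 where 256 were observed. The simulated counts draw each gene independently, so they hold less shared variation between rats than the libraries do. At an unadjusted p under 0.05 in both comparisons, 252 genes in opposite and 64 in the same direction both exceeded every simulated data set as well. Across genes, which are not independent replicates, Spearman's correlation of both fold changes was -0.303, just outside the simulated range of -0.297 to -0.272.

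Clock genes differed between the groups. The median of the Per and Dbp arm in the model group was -0.84 and stayed at -0.828 after thinning, which argues against depth. If the groups had been killed at different times of day, the Per and Bmal1 arms could move against each other, and in the HME group against model their medians were 0.64 and -1.03. In the HME group against control the medians moved the same way, at -0.37 and -0.38, but neither list passed there (FDR 0.461 and 0.519 from limma's camera). Members of both lists went both ways there, with 3 of 8 and 2 of 5 higher, so the medians cannot decide whether the times of killing differed. Per2 (-2.46) and Cry1 (-2.63) were lower and Npas2 (2.59) was higher, each past both thresholds by edgeR. Nr1d1, of the Per and Dbp arm like Per2, was higher by 4.12, at an FDR of 0.0111 that missed the threshold. The times of killing are not stated in the paper's text, so time of day and the diet or HME cannot be told apart for the clock genes. Within groups, the median SD of 13 clock genes was 0.415 on the log2 scale, at the 99.97 percentile of 10000 random lists matched on expression (median 0.216, 95th percentile 0.288). A candidate explanation is that rats of a group were killed at different phases of the clock. An effect of fructose on the clock was not tested apart from this.

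Model replicate 1 stood apart on the second principal component. Its score was 59.84 after thinning, which argues against depth. After removal of each library's trend in transcript length and GC content, it was 40.45 and the next, model replicate 3, was at 24.63, so a bias with transcript length may be part of the difference. Its deviation from the mean of the other model rats correlated with transcript length at a Spearman's rho of -0.576 across 11178 genes. Set against the other rats of its own group in the same way, HME replicate 3 had -0.319, model replicate 2 had 0.415 and model replicate 3 had 0.33. The values of model replicates 2 and 3 are taken partly against model replicate 1, so they are not independent of it. A lower share of hepatocytes would raise the markers of every other cell type, but against the other model rats the median log2 difference was 0.955 for bile duct cells, 0.249 for leukocytes and Kupffer cells, -0.366 for stellate cells, -0.585 for endothelial cells and -0.658 for proliferating cells. The endothelial value depends on model replicate 2, the highest model rat for these markers. Most endothelial markers were higher in model replicate 1 than in model replicate 3, so this value says little against a lower share of hepatocytes. Differences between libraries in batch or RNA integrity were not tested.

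Fold changes followed transcript length in opposite directions in the comparisons of the paper, with a Spearman's rho across genes of -0.229 in the model group against control and 0.281 in the HME group against model. Without model replicate 1 they were 0.077 and -0.08034, while without model replicate 2 or 3 they kept their sign, so a candidate explanation is this library alone. It lifts some genes and lowers others in both comparisons in opposite directions. The comparison of the HME and control groups, which does not use it, had a rho of 0.00867.

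Other lists of genes in the model group against control and in the HME group against model had median log2 fold changes of -0.08 and 0.40 for drug metabolism (FDR 0.56 and 2.9e-06 from limma's camera, 17 of 21 genes higher in the HME group; without the transcript trend, -0.54 in the model group on 11 matched genes, 8 of them lower, FDR 0.00415), 0.24 and 0.08 for the acute phase (FDR 0.00321 and 0.877, 14 of 15 genes higher in the model group) and 0.13 and 0.05 for p53 targets (FDR 0.226 and 0.976). In the HME group against control, the medians were -0.42 for cholesterol synthesis (16 of 20 lower, FDR 0.00939), -0.67 for glycolysis (12 of 13 lower, FDR 7.79e-07), -0.55 for fructose metabolism (7 of 8 lower, FDR 0.000239) and 0.22 for fatty acid oxidation and PPAR alpha targets (17 of 25 higher, FDR 0.00938). They were 0.31 for the acute phase (12 of 15 higher, FDR 0.00356) and 0.42 for drug metabolism (14 of 21 higher, FDR 0.00939).

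The median log2 fold changes of marker genes of other cell types in the same comparisons were -0.37 and 0.17 for red blood cells, -0.22 and 0.04 for leukocytes and Kupffer cells, -0.17 and 0.09 for endothelial cells, -0.15 and 0.02 for stellate cells, 0.83 and -0.24 for bile duct cells, 0.55 and -1.69 for proliferating cells, 0.59 and -0.01 for the 1 pancreas gene tested, -0.80 and -0.04 for intestine and 0.14 and -0.09 for Y-linked genes. None of these markers was differential in either comparison. The fall of proliferating cells in the HME group held for 4 of 4 genes, between -1.76 and -1.53, at no more than 5.14 CPM. No explanation of it was tested.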
